# Androgen-induced gut dysbiosis disrupts glucolipid metabolism and endocrinal functions in polycystic ovary syndrome

**DOI:** 10.1186/s40168-021-01046-5

**Published:** 2021-05-06

**Authors:** Qixin Han, Juan Wang, Weiping Li, Zi-Jiang Chen, Yanzhi Du

**Keywords:** Polycystic ovary syndrome, Gut microbiota, 16S rRNA gene sequence, Metabolome, Faecal microbiota transplantation

## Abstract

**Background:**

The characteristics of polycystic ovary syndrome (PCOS), a common reproductive endocrinal disorder, are high incidence, complicated aetiology and poor therapeutic effects. PCOS patients frequently exhibit gut dysbiosis; however, its roles in the regulation of metabolic and endocrinal balances in PCOS pathophysiology are not clear.

**Results:**

In this study, gut dysbiosis was reproduced in dehydroepiandrosterone (DHEA)-induced PCOS-like rats. An antibiotic cocktail was used to eliminate gut microbiota during DHEA treatment; however, depletion of the gut microbiota did not prevent the occurrence of PCOS phenotypes in DHEA-treated rats. DHEA-shaped gut microbiota transplanted to pseudo germ-free recipients trigged disturbances in hepatic glucolipid metabolism and reproductive hormone imbalance. The clinical features of PCOS may be correlated with the relative abundance of gut microbes and the levels of faecal metabolites in faecal microbiota transplantation (FMT) recipient rats.

**Conclusion:**

These findings indicate that androgen-induced gut microbiota dysbiosis may aggravate metabolic and endocrinal malfunction in PCOS.

Video Abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-021-01046-5.

## Background

Polycystic ovary syndrome (PCOS) is a prevalent reproductive endocrine disorder in women. It is characterised by irregular menses, infertility and hirsutism due to chronic oligo-anovulation and an excess of androgen. Owing to its relatively high prevalence (~ 6−20%), PCOS places heavy social and economic burdens on patients [1, 2]. Subsequent morbidities, such as obesity, type 2 diabetes mellitus (T2DM), cardiovascular disease (CVD), endometrial carcinoma, pregnancy complications and depression significantly threaten patients’ physical and mental health and exert a far-reaching influence on their quality of life.

Currently, the 2003 Rotterdam Consensus is one of the most widely accepted diagnostic criteria for PCOS. It requires the presence of 2 or more of chronic anovulation, biochemical or clinical hyperandrogenism, or polycystic ovary morphology to establish PCOS. Coviello et al. reported that PCOS adolescents had a higher risk of metabolic syndromes related to hyperandrogenism regardless of insulin resistance and obesity [3]. Therefore, hyperandrogenism is considered a critical factor in both impaired follicular development and metabolic disorders in PCOS. However, it is still not completely understood how hyperandrogenism leads to increased PCOS metabolic syndrome susceptibility.

In the last 2 decades, the gut microbiota has emerged as an internal environmental factor closely related to human health. The colonisation of the gastrointestinal tract by enteric microorganisms leads to the participation of microbes in various physiological processes in the human body. Many studies have revealed that gender plays an important role in the composition of gut microbiota [4, 5]. The alpha diversity of gut microbiota is higher in females than in males [6, 7], with the divergence beginning at the onset of puberty in both humans and rodents, indicating that sex hormones induce compositional changes in the gut microbiome [8, 9]. Additionally, the gut microbiome is associated with the host metabolism. The microbial communities in individuals with obesity, T2DM and CVD were distinct from healthy counterparts [10–12]. Studies showed that faecal microbiota transplantation (FMT) led to the obese phenotype in germ-free mice. This finding added evidence to the causative role of the microbial community in the development of metabolic disorders [13].

The gut microbiome in PCOS patients shows an altered diversity, distinct species relative abundances and shifted functional enrichments [14–16]. Our previous study identified species-level differentially abundant microbes and found correlations between these metagenomic species and clinical parameters such as body mass index, serum testosterone (T), luteinising hormone (LH) and anti-Müllerian hormone levels [17]. Alterations in gut microbiota were often associated with hyperandrogenism and metabolic markers [16, 18]. The administration of pro- or prebiotics improved both reproductive and metabolic phenotypes, suggesting that the gut microbiome might be involved in PCOS pathogenesis [19, 20]. Recently, it was reported that gut microbiota transplantation from PCOS patients to animals could result in glucose intolerance, insulin resistance and a reduced number of pups in the first litter. It suggests that the gut microbiota plays a causal role in PCOS development. However, gut dysbiosis may be the result of numerous factors, such as hyperandrogenism, metabolic disorders or various lifestyle choices. Due to the genetic and environmental homogeneity of rats, the androgen-treated rat model helps to reveal the role of gut microbiota in the development of androgen-induced PCOS phenotypes. In this study, the dysbiosis of gut microbiota was validated in androgen-induced PCOS-like rats. Then, a PCOS-like animal model was established in pseudo germ-free rats. Finally, an androgen-shaped gut microbiome was transplanted to the pseudo germ-free rats to investigate the effects of the disrupted gut microbial community on the host. The potential mechanism underlying these processes was also discussed.

## Results

### DHEA-induced metabolic, ovarian and endocrinal disorders in Sprague Dawley (SD) rats

To induce a PCOS-like model, SD rats were injected subcutaneously with DHEA (6 mg/100 g bodyweight) daily for 35 days in the DHEA group, while control rats were injected with phosphate buffer saline (PBS). During the 5-week treatment, the weight of the DHEA-treated rats was similar to their PBS-treated counterparts (Fig. 1a) and the levels of fasting blood glucose (FBG) were similar between groups (Fig. 1b). Compared with PBS-treated rats, the DHEA-treated rats displayed higher glucose intolerance (Fig. 1c, d) and disrupted oestrous cycles (Fig. 1e). Ovaries from the PBS group contained follicles at different stages of development and several corpora lutea (CL). In contrast, those from the DHEA group showed multiple cyst-like follicles with collapsed walls and fewer CL **(**Fig. 1f). In addition, the levels of total testosterone (TT), sex hormone-binding globulin (SHBG), free androgen index (FAI), and LH were elevated in the DHEA-treated rats (Fig. 1g–j). The increased TT and FAI verified the efficiency of DHEA administration and the successful development of hyperandrogenic rats. However, no differences were observed in follicle-stimulating hormone (FSH) levels or the LH/FSH ratio (Fig. 1k, l). These results validate the successful establishment of a PCOS-like rat model with disorders in metabolism, ovarian morphology, and endocrine function.

**Fig. 1:**
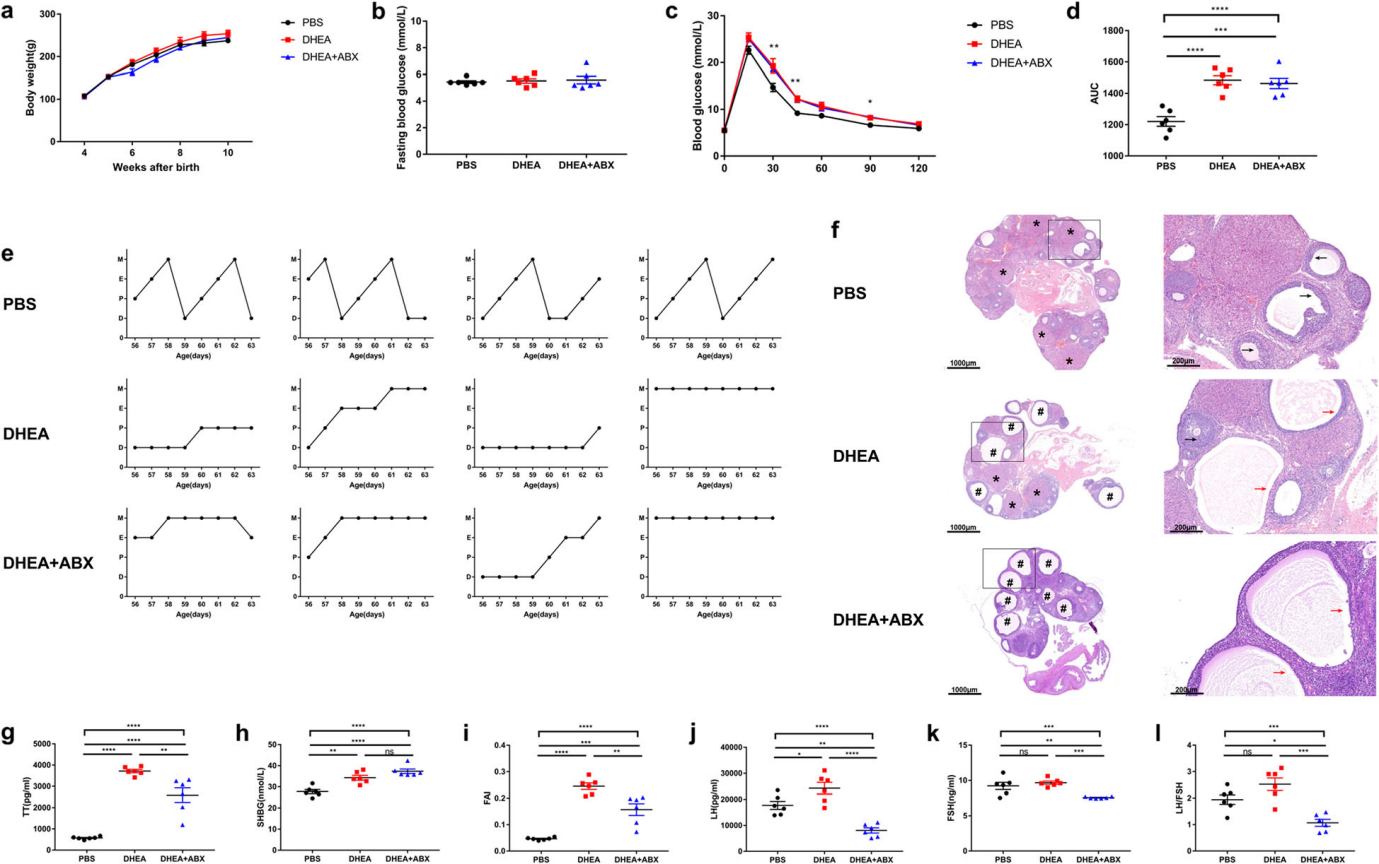
DHEA-induced glucose metabolism, ovarian morphology, and reproductive hormone level alterations in conventional and antibiotic-treated rats. **a** Bodyweight, **b** FBG, **c** GTT, **d** area under the curve of GTT, **e** oestrous cycle examination and **f** H&E staining of representative ovaries. * indicates CL, and cyst-like follicles are indicated by #. Black arrows indicate normal granulosa cell layers. Red arrows indicate attenuated granulosa cell layers. Scale bar = 1000 μm (left) and 200 μm (right). **g** serum TT levels, **h** serum SHBG levels, **i** FAI, **j** serum LH levels, **k** serum FSH levels and **l** LH:FSH ratio, DHEA + ABX, DHEA + antibiotics. Data are given as mean ± SEM. *n* = 6 rats per group. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001

### Hyperandrogenism in female SD rats was accompanied by gut microbiota dysbiosis

Faecal samples of PBS- and DHEA-treated rats were sequenced using the Illumina-MiSeq platform. Regarding alpha diversity, the phylogenetic diversity (PD) whole tree index significantly decreased in the gut microbiota of DHEA-treated rats compared with those of PBS-treated ones (Additional file 1: Figure S1a). Principal coordinate analysis (PCoA) based on the unweighted UniFrac distance did not show significant differences in clustering in faecal samples between the DHEA and PBS groups (Additional file 1: Figure S1b). At the genus level, the DHEA group was characterised by the decreased relative abundance of *Turicibacter*, *Anaerofustis* and *Clostridium sensu stricto* (Additional file 1: Figure S1c). From linear discriminant analysis effect size (LEfSe) analysis, the genus *Turicibacter*, family *Erysipelotrichaceae*, order *Erysipelotrichales,* class *Erysipelotrichia* was top-ranking by linear discriminant analysis (LDA) score in contributing to sample separation between groups (Additional file 1: Figure S1d, e).

### DHEA-induced PCOS-like phenotype in pseudo germ-free rats

Rats in both the DHEA group and DHEA + antibiotics group were injected subcutaneously with 6 mg/100 g bodyweight DHEA daily for 35 days. During this period, to establish pseudo germ-free rats, rats in the DHEA + antibiotics group received a freshly prepared antibiotic cocktail (ABX) containing 1 mg mL^−1^ ampicillin sodium, 1 mg mL^−1^ neomycin sulfate, 1 mg mL^−1^ metronidazole, and 0.5 mg mL^−1^ vancomycin hydrochloride in drinking water, while rats in the DHEA group were provided with non-acidified drinking water during the establishment of the PCOS model. 16S rRNA gene sequencing was performed to confirm the effects of ABX administration. There was a substantial decrease in alpha diversity in the DHEA + antibiotics group (Additional file 2: Figure S2a, b), indicating that ABX significantly suppressed the gut microbiota. The variation, confirmed by PCoA and analysis of similarities (ANOSIM) analyses, was higher between groups than within groups (Additional file 2: Figure S2c, d). These findings demonstrated that the ABX treatment provided a suitable environment for FMT. The body weight, FBG and glucose tolerance were not affected by the clearance of gut microbiota (Fig. 1a–d). Regarding the oestrous cycle, both groups were acyclic (Fig. 1e). Ovarian morphological anomalies, such as cyst-like follicles and thinner granulosa cell layers, were also observed in the DHEA + antibiotics group (Fig. 1f). These data suggest that the lack of a gut microbiome does not affect disorders in glucose metabolism and ovarian function in hyperandrogenic rats. Serum TT, FAI, LH, FSH, and the LH/FSH ratio decreased in the DHEA + antibiotics group compared with the DHEA group (Fig. 1g, i–l). However, serum SHBG remained unchanged between groups (Fig. 1h). The serum levels of reproductive hormones were significantly affected by gut microbiota clearance. In general, the presence of a gut microbial community may not be necessary for the development of the PCOS phenotype in DHEA-treated rats.

### Transplantation of DHEA-shaped gut microbiome leads to glucose intolerance, ovarian malfunction and endocrinal disturbance in pseudo germ-free rats

The timeline for the animal experiments with FMT recipients is shown in Fig. 2a. A three-course antibiotic cocktail was used for 27 days to reduce gut microbiota and to establish a pseudo germ-free rat model [21]. After ABX treatment, the gut microbial loads were significantly decreased (Additional file 3: Figure S3a), providing a favourable environment for the FMT. Subsequently, the rats were divided into 2 groups, an FMT recipient from the PBS group (t-PBS, *n* = 6), and an FMT recipient from the DHEA group (t-DHEA, *n* = 6). For the following 14 consecutive days, the pseudo germ-free rats in the t-PBS and the t-DHEA groups received a daily gavage of gut microbiota (0.1 g fecal pellet in 1 ml mixture of PBS and skimmed milk) from the PBS- and DHEA-treated rats, respectively. To ensure that recipients received similar volumes of microbes from the FMT donors, microbial loads in both groups of donors were measured and shown in combination in Additional file 3: Figure S3a. During the 27 days of washout and the 14 days of transplantation, the body weight was measured weekly and was found similar between groups (Fig. 2b). No differences in FBG were observed between groups (Fig. 2c). Compared with rats in the t-PBS group, the t-DHEA group displayed increased glucose levels and area under the curve in glucose tolerance tests (GTT) (Fig. 2d, e). These results show that FMT from PCOS-like rats could lead to glucose intolerance in pseudo germ-free rats. Rats receiving faecal microbiota from PBS-treated donors showed normal oestrous cycles, while their counterparts receiving microbiota from DHEA-treated donors exhibited disrupted oestrous cycles (Fig. 2f). The ovaries of t-PBS rats showed follicles at different stages of development and CL. Rats in the t-DHEA group exhibited several cyst-like follicles with attenuated granulosa cell layers and thickened follicle walls (Fig. 2g). Therefore, faecal microbiota from PCOS-like rats disrupts the oestrous cycle and leads to ovarian morphological anomalies in recipients. The TT, SHBG and FAI levels were higher in the t-DHEA group than in the t-PBS group (Fig. 2h–j). The LH levels decreased insignificantly, while the FSH levels were lower in the t-DHEA group than in t-PBS group (Fig. 2k, l). The LH/FSH ratio was unchanged (Fig. 2m). Interestingly, gut dysbiosis in the DHEA-induced PCOS-like rats led to hyperandrogenism in FMT-recipient rats. In general, FMT from the DHEA group induced impaired glucose tolerance, disrupted oestrous cycle, polycystic ovaries and unbalanced reproductive hormones in recipient pseudo germ-free rats, suggesting an important role of gut dysbiosis in the development of PCOS.

**Fig. 2:**
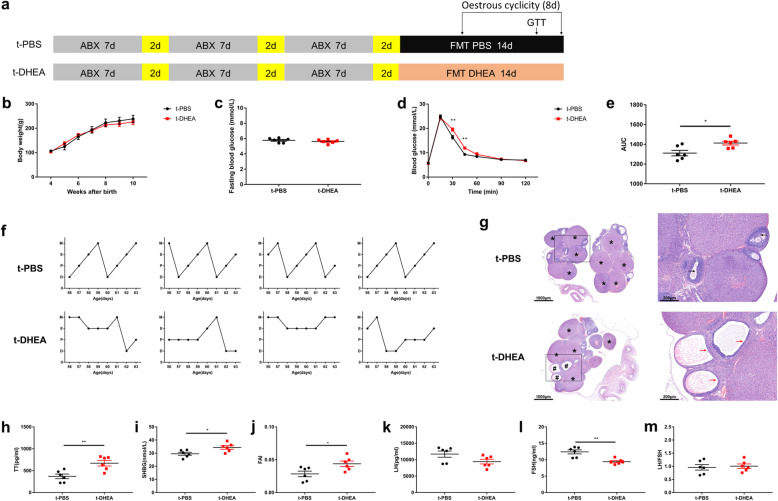
DHEA-shaped gut microbiota reproduced glucose intolerance, polycystic ovaries and reproductive hormone disorders in FMT recipients. **a** Timeline for animal experiments in FMT recipients. Yellow bars represent normal feeding with standard chow and non-acidified drinking water. Other treatments are indicated in the schema. **b** Bodyweight, **c** FBG, **d** GTT, **e** area under the curve of GTT, **f** typical oestrous cycles and **g** H&E staining of typical ovaries. * indicates CL, and cyst-like follicles are indicated by #. Black arrows indicate normal granulosa cell layers. Red arrows indicate attenuated granulosa cell layers. Scale bar = 1000 μm (left) and 200 μm (right). **h**  serum TT levels, **i** serum SHBG levels, **j** FAI, **k** serum LH levels, **l** serum FSH levels and **m** LH:FSH ratio. Data are given as mean ± SEM. *n* = 6 rats per group. * *p* < 0.05; ** *p* < 0.01

In the DHEA-treated donors, free circulating DHEA was transformed into dehydroepiandrosterone sulfate (DHEA-S) by sulfation in the liver and excreted into the gastrointestinal tract. Untargeted metabolomic analysis showed that DHEA was not detected in the faecal samples of either group; however, the DHEA-S levels were elevated in the DHEA-treated donors (Additional file 3: Figure S3b). Elevated faecal DHEA-S levels were also found in PCOS patients [22]. The DHEA-S levels in faecal samples of both groups were quantified (Additional file 3: Figure S3c). Although there was a significant increase in the DHEA-S level in the gut content of DHEA compared with PBS-treated donors, absolute quantification showed that the levels were insignificant in both groups. The DHEA-S levels were 665 ± 63.21 ng/gram of feces in DHEA-treated donors and 109.8 ± 10.11 ng in PBS-treated donors, which are far below the minimal effecting concentration for elicit a PCOS phenotype [23].

### Gut microbiome and metabolome were changed in FMT-recipient rats

Faecal samples of the t-PBS and t-DHEA groups were sequenced to confirm the efficiency of FMT and further investigate the underlying mechanisms of FMT induction of the PCOS-like phenotype. Unsurprisingly, the microbial characteristics of DHEA-treated donors reappeared in recipients of FMT from the t-DHEA group. Recipient rats showed a similar alpha diversity index to donor rats (Fig. 3a). Beta diversity analysis revealed that samples from the t-DHEA group formed a distinct cluster from the t-PBS group (Fig. 3b). At the phylum level, *Firmicutes*, *Bacteroidetes*, *Verrucomicrobia* and *Proteobacteria* were most abundant in both the donor and recipient groups (Additional file 4: Figure S4a, d). *Clostridia*, *Bacteroidia*, *Verrucomicrobiae* and *Bacilli* dominated the gut microbiota at the class level in the PBS- and DHEA-treated groups and their recipients (Additional file 4: Figure S4b, e). *Akkermansia*, *Bacteroides*, *Lactobacillus* and *Parabacteroides* ranked most abundant at the genus level before and after FMT in donors and recipients, respectively (Additional file 4: Figure S4c, f). These differentially abundant taxa were overrepresented in the t-PBS group (Fig. 3c), including the genera *Turicibacter* and *Clostridium sensu stricto*, families *Erysipelotrichaceae* and *Clostridiaceae 1*, order *Erysipelotrichales* and class *Erysipelotrichia* which were also increased in PBS-treated donors. Among these differentially abundant microbes, the genus *Turicibacter,* family *Erysipelotrichaceae,* order *Erysipelotrichales* and class *Erysipelotrichia* were top-ranking by LDA score in the LEfSe analysis, which coincided with the gut microbiota profiling of donor rats (Fig. 3d, e). SourceTracker analysis (SourceTracker software version 1.0.1) showed that the donors were the principal origin of t-PBS and t-DHEA rat-gut microbiota (Fig. 3f). Thus, the DHEA-shaped gut microbiota was successfully transferred to recipient rats.

**Fig. 3:**
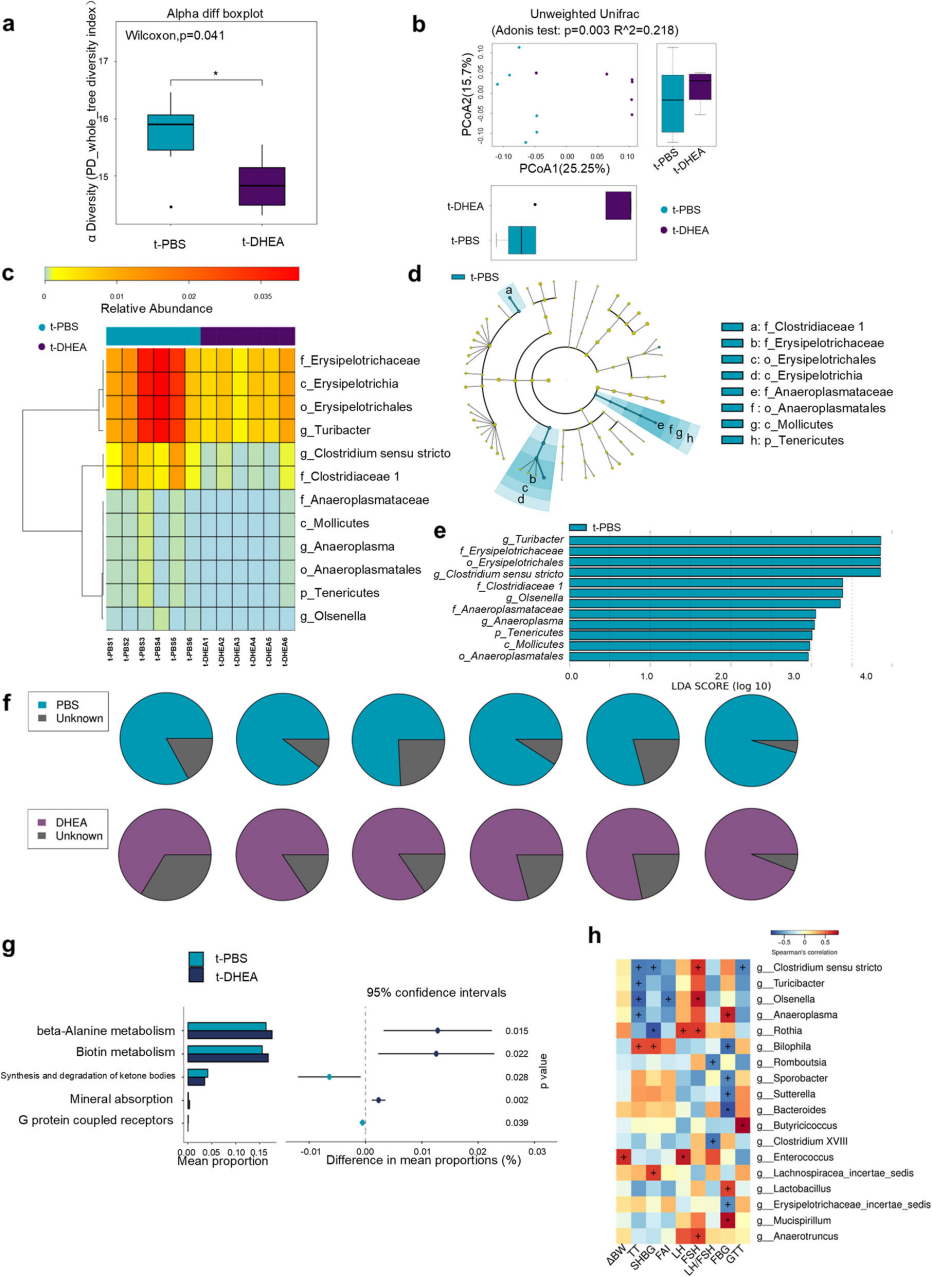
Gut microbiota profiling of FMT recipient rats. **a** Phylogenic diversity whole tree index indicating alpha diversity in the 2 groups. **b** PCoA analysis with unweighted UniFrac distance. Numbers on the axes represent percentages of variation interpreted by that coordinate. **c** Wilcoxon test identified differentially abundant taxa in gut microbiota after being transferred from PCOS-like rats and controls. Cladogram (**d**) and bar plot (**e**) of LEfSe analysis showed taxa contribution to group separation. Taxa with LDA score > 2 were displayed. **f** Pie chart of SourceTracker analysis revealing percentages of gut microbiota originated from their corresponding donors. **g** Differentially enriched modules visualised by STAMP. **h** Heat map of the Spearman’s rho correlation test presenting the association between genus-level microbes and clinical parameters. Red squares represent positive correlations between relative abundances of microbes and clinical parameters; blue squares represent negative correlations. +, *p* < 0.10; *, *p* < 0.05. *n* = 6 rats per group

Kyoto Encyclopaedia of Genes and Genomes (KEGG) analysis was performed using the predicted gene abundance to understand the functional contribution of gut dysbiosis. For module enrichment, the synthesis and degradation of ketone bodies and G protein-coupled receptors were enriched in the t-PBS group, while beta-alanine metabolism, biotin metabolism and mineral absorption were enriched in the t-DHEA group (Fig. 3g). These data suggest that aberrant functions in environment perception, energy, vitamin, amino acid and mineral metabolism may occur in the gut microbiota after DHEA-shaped microbiome transplantation. Then, the correlations of genus-level taxa with clinical parameters were assessed (Fig. 3h). The testosterone level was negatively correlated with the relative abundances of *Clostridium sensu stricto*, *Turicibacter*, *Olsenella* and *Anaeroplasma*. The FAI was negatively associated with *Olsenella* levels only. The FSH level was positively associated with *Clostridium sensu stricto*, *Olsenella* and other taxa. In addition, the area under the curve of the GTT, and FBG levels were linked with levels of *Clostridium sensu stricto*, *Anaeroplasma*, and other taxa.

The faecal metabolome was investigated to further understand the functional alterations following FMT. The top 30 abundant metabolites are displayed in Fig. 4a. The faecal metabolites with significantly different levels between the t-PBS and t-DHEA groups included amino acid metabolites, fatty acids and bile acids (Fig. 4b, c). The levels of 2-hydroxystearic acid, argininosuccinic acid, 1-octen-3-yl primeveroside, daidzein and 4-acetamidobutanoic acid were significantly associated with the relative abundances of *Anaeroplasma*, *Turicibacter* and *Clostridium sensu stricto* (Fig. 4d). Figure 4e displays differentially expressed metabolites which were correlated with at least one clinical parameter. The correlation analyses between each 2 of these metabolites are shown in Fig. 4f. Functional enrichment analysis showed that arginine biosynthesis and alanine, aspartate and glutamate metabolism were affected by the DHEA-shaped gut microbiota transplantation (Fig. 4g).

**Fig. 4:**
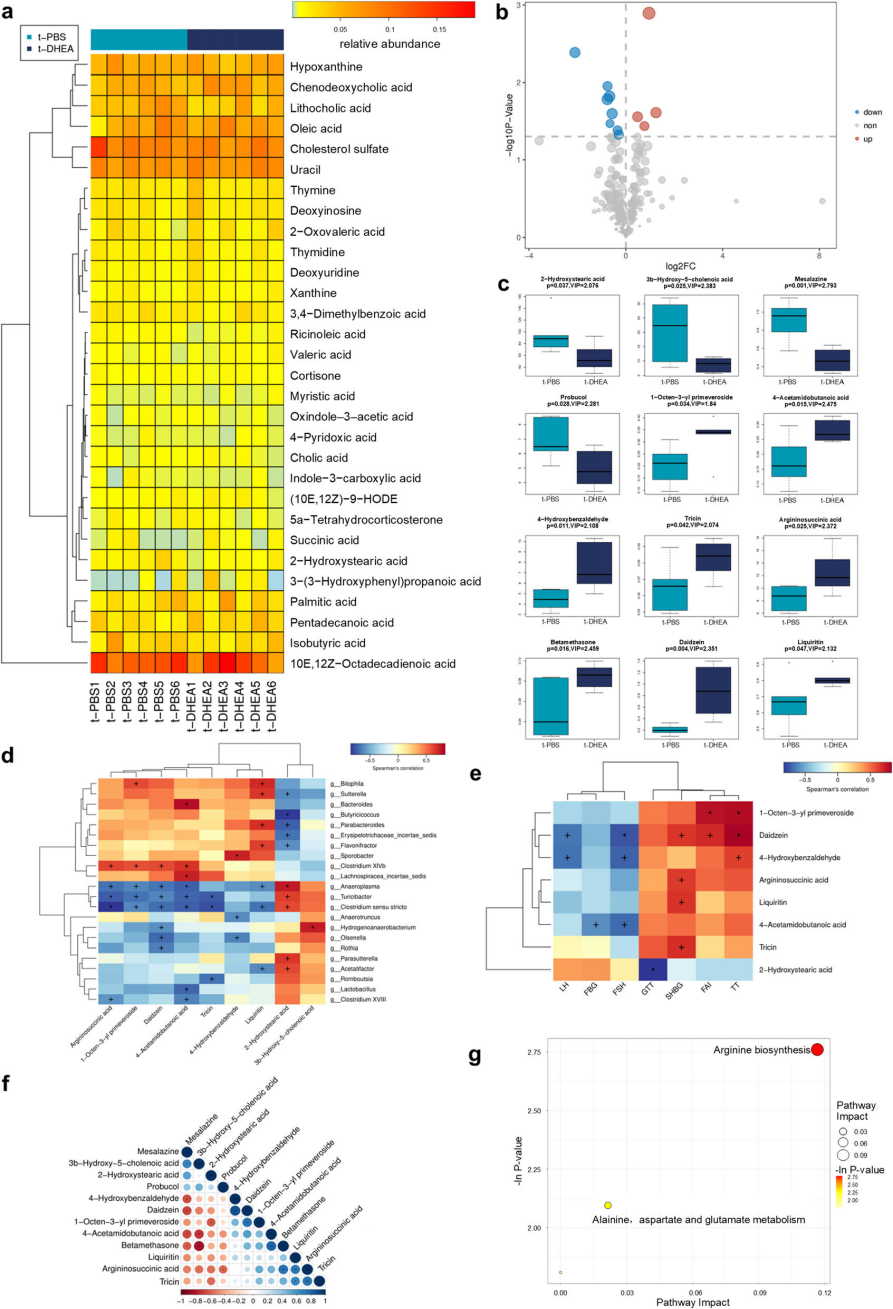
Non-target metabolomic analysis of faecal samples in FMT recipient rats. **a** Heat map presenting top 30 metabolites detected in faecal samples of t-PBS group and t-DHEA group. **b** Volcano plot of the differentially expressed metabolites. **c** Boxplot of the upregulated and downregulated metabolites in t-DHEA group. *p* value of student’s *t* test and variable importance in the projection score of OPLS-DA were both used to select differentially expressed metabolites. Correlation analysis between metabolites and gut microbes (**d**), between metabolites and clinical parameters (**e**) and between each 2 of the differentially expressed metabolites (**f**). Correlations were determined by Spearman’s rho correlation test or Pearson’s correlation test (+ *p* < 0.10; *p* < 0.05). **g** Bubble plot shows differentially enriched metabolic pathways following distinct gut microbiota transplantation. Each bubble indicates an enriched pathway. Horizontal axis and size of the bubble indicate the impact of the pathway. Vertical axis and colour of the bubble indicate the significance of enrichment. *n* = 6 rats per group

### Metabolic phenotypes and genetic changes were characterised in FMT-recipient rat livers

FMT revealed that gut dysbiosis significantly affected metabolic function. The liver serves as the major site for physiological metabolism. Therefore, hepatic genetic expression and morphology were evaluated.

Haematoxylin & eosin (H&E) and oil red O (ORO) staining revealed that liver tissue sections in the t-DHEA group contained more and larger lipid droplets than the t-PBS group (Fig. 5a, b). The serum lipid profile was also measured (Fig. 5c). NEFA (non-esterified fatty acids) levels were significantly increased in the t-DHEA group, while high-density lipoprotein cholesterol (HDL-C), low-density lipoprotein cholesterol (LDL-C), total cholesterol (TCHO) and triglycerides (TG) were similar between groups. These results suggest abnormal lipid metabolism; thus, hepatic gene expression profiling was performed to gain more insight into the regulation of glucose and lipid metabolism in the liver. 

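RNA was sequenced from the livers of 3 rats that had received faecal microbiota from DHEA-treated rats (t-DHEA) and of 3 rats that had received it from control rats (t-PBS), out of 6 rats per group in the transplantation experiment. The authors mapped the reads to the rat genome Rnor_6.0 with Hisat2, counted the fragments on each gene with Stringtie, and deposited both the raw counts and the FPKM values made from them. The counts on genes were 14316886, 13031722 and 13239341 in t-PBS rats 1, 2 and 3, and 12348511, 13529414 and 13081514 in t-DHEA rats 1, 2 and 3, so that the depths of the groups overlapped. Albumin took between 10.6% and 13.5% of the counts in each liver. Of the 30957 genes in the table, 13770 had no count in any liver. A count of 0 allowed up to 3 counts, which was 0.243 CPM in the liver with the fewest counts, and this limit covers counting error only. Genes with wide expression, among them Rps6, Rpl8 and Hprt1, as well as Mif and Col1a2 of the pathway lists, were listed at 0 in all 6 livers. These genes were chosen after their values were seen, and a 0 in every liver can therefore come from the counting and need not mean expression below the limit. The raw counts were analysed here with edgeR's quasi-likelihood test after TMM normalization, on the 12210 genes that passed edgeR's filter for low counts. No block or covariate was used. Normalized expression is given as CPM, and each p-value is two-sided. With 3 livers against 3, an exact permutation test cannot give a p below 0.1.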

Next-generation sequencing of the liver transcriptome identified differentially expressed genes (DEGs) according to the criteria *p* < 0.05 and fold-change > 1.2. 

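At an unadjusted p below 0.05 and a fold-change above 1.2, 604 of the 12210 genes tested differed between t-DHEA and t-PBS livers. Of these, 240 were upregulated and 364 were downregulated in t-DHEA livers. The fold-change threshold moved the number most, since 100 genes passed at a fold-change above 2. Leaving out 1 liver at a time gave between 514 and 747 DEGs. The groups did not overlap for 1232 of the genes tested, or 10.1%, whereas 10% of genes are separated by chance in a comparison of 3 against 3. Among DEGs with separated groups and a mean of at least 1 CPM, Ccrn4l, on chromosome 2 of Rnor_6.0 from 140286661 to 140306869, had the largest increase. Its expression was 7.71 ± 5.15 CPM (SD, n = 3) in t-DHEA livers, with 84, 40 and 171 counts, against 21, 30 and 11 counts in t-PBS livers. The log2 fold change was 2.35 with a standard error of 0.54, and the adjusted p was 0.796 in edgeR's quasi-likelihood test. Cyp7a1, Alox15 and Rasd2 also rose, with log2 fold changes of 1.62, 1.42 and 1.42. That of Cyp7a1 was 1.01 without t-DHEA rat 1. The largest decrease was that of Pla2g2a, on chromosome 5 from 157282669 to 157285328, from 5.24 ± 2.57 CPM (SD, n = 3) to 0.741 ± 0.695 CPM (SD, n = 3). The log2 fold changes of Muc16, Upk3b, Rpl30 and Krt7 were -2.59, -2.56, -2.16 and -2.16. Rpl30 is uncertain, since ribosomal protein genes have many near-identical copies among which the authors' counting could have split reads. Krt7 lost its call without t-PBS rat 3, without t-DHEA rat 1 and with DESeq2, and its log2 fold change ran from -4.28 without t-DHEA rat 3 to -1.56 without t-DHEA rat 2.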

A total of 725 DEGs were selected for subsequent analysis, including 274 upregulated and 451 downregulated genes (Fig. 5d). Canonical pathway analysis using Ingenuity Pathway Analysis (IPA) software revealed that the cholesterol biosynthesis superpathway, LXR/RXR activation and Gαi signalling were upregulated. 

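The gene sets of IPA were not used here, and lists of genes for each pathway, written from general knowledge before the data were examined, took their place. Each list was tested with limma's camera at a preset correlation of 0.01, adjusted over 11 pathway lists. A median counts genes that promote and genes that oppose a pathway alike, whereas IPA's direction also rests on predicted effects of each gene. The sign of a median is therefore not a measure of pathway activity. Of 22 cholesterol biosynthesis genes, 15 were higher in t-DHEA livers, with a median log2 fold change of 0.083 and an adjusted p of 0.202 in camera. The median was -0.053 without t-DHEA rat 2, and 0.17 with an adjusted p of 0.00307 without t-DHEA rat 1. Hsd17b7 rose by 0.46 on the log2 scale, with an unadjusted p of 0.0070 in edgeR's quasi-likelihood test. Hmgcs1 rose by 0.68 with an unadjusted p of 0.0649 in the same test. Hmgcs1 met the criteria without t-DHEA rat 1, without the filter for low counts and with edgeR's likelihood-ratio test, and its log2 fold change was 0.20 without t-DHEA rat 2. Of 16 genes regulated by LXR, 7 were higher, with a median of -0.039 and an adjusted p of 0.967 in camera. This median was 0.062 without t-DHEA rat 2 and 0.033 without t-PBS rat 1. Cyp7a1, which met the criteria in each of the 6 fits that left out 1 liver, had the largest increase within this list. Lpl fell by 1.56 on the log2 scale, and Srebf1 rose by 0.50 on it. Srebf1 met the criteria in 2 of the 6 fits that each left out 1 liver, and rose by 0.25 without t-DHEA rat 1. Among 26 genes of Gαi signalling, 8 were higher, with a median of -0.047 and an adjusted p of 0.202 in camera. Leaving out single livers gave medians from -0.11 without t-PBS rat 3 to -0.015 without t-PBS rat 2. Prkar2b, Rgs10 and Adra2b had the lowest p-values of that list, with log2 fold changes of -0.87, -0.70 and -0.36. These 3 genes met the criteria in 1, 0 and 1 of the 6 fits that each left out 1 liver, and Adra2b fell by 0.22 without t-DHEA rat 3.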

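Of 38 genes of GP6 signalling, which are mostly collagen and laminin genes, 34 were lower in t-DHEA livers, with a median log2 fold change of -0.22. The adjusted p was 1.87e-07 in camera at the preset correlation, 0.555 in camera with the correlation estimated from the data and 0.328 in fry. This was the only one of the 11 pathway lists with an adjusted p below 0.05 at the preset correlation, and none of the 11 had one under the other 2 tests. The median was -0.14 without t-DHEA rat 2. The log2 fold changes of Col6a3, Col6a2 and Col27a1 were -0.76, -0.49 and -0.56, and all 3 met the criteria in each of the 6 fits that left out 1 liver. Of 30 genes of 14-3-3-mediated signalling, 5 were higher, with a median of -0.082 and an adjusted p of 0.135 in camera. The adjusted p was 0.0351 without the filter for low counts, and the median was -0.035 without t-DHEA rat 2. In this list Tubb2a fell by 0.62 and Vim fell by 0.57, and Vim lost its call without t-PBS rat 2. For 27 genes of endothelin-1 signalling the median was -0.042 with an adjusted p of 0.556 in camera, and it was -0.080 without t-PBS rat 1 and -0.013 without t-PBS rat 3. For 32 genes of RXR function the median was -0.036 with an adjusted p of 0.712 in camera, and it ran from -0.11 without t-DHEA rat 3 to 0.033 without t-PBS rat 3. The paper's pathway is the inhibition of RXR function by LPS/IL-1, and less inhibition would go with a positive median. Of the 3 DEGs of this list, 2 were higher. The medians of MIF signalling (19 genes) and LPS-stimulated MAPK signalling (33 genes) were 0.044 and 0.021, with adjusted p-values of 0.674 and 0.712 in camera. They became -0.011 for MIF signalling without t-PBS rat 2, and -0.012 for LPS-stimulated MAPK signalling without t-DHEA rat 2; without t-PBS rat 1 the latter was 0.077. With limma on FPKM the median of LPS-stimulated MAPK signalling was -0.017. In the MIF list Cd74 fell by 0.50 and Cd14 fell by 0.70. Cd74 lost its call without t-PBS rat 2, and fell by 0.33 without t-DHEA rat 2. Cd14 met the criteria in 2 of the 6 fits that each left out 1 liver, and fell by 0.46 without t-PBS rat 3.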

The downregulated pathways included GP6 signalling, MIF regulation of innate immunity, LPS/IL-1 mediated inhibition of RXR function, MIF-mediated glucocorticoid regulation, endothelin-1 signalling, LPS-stimulated MAPK signalling and 14-3-3-mediated signalling (Fig. 5e). The changes in these pathways indicated that hepatic glucolipid metabolism and immune response were affected by DHEA-shaped gut microbiota transplantation. The interactions between DEGs regarding carbohydrate and lipid metabolism were visualised using IPA (Fig. 5f). 

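Of the genes in the network, 14 are coloured as changed in Fig. 5f and 5g. All 14 moved in the direction of their colour, and 10 of them passed the filter for low counts. Of these 10, 8 met the criteria. No gene of the 14 had an adjusted p below 0.05 over all genes tested, and 9 had one adjusted over the list alone, which is not independent evidence because the study chose the genes on these livers. Per3, on chromosome 5 of Rnor_6.0 from 168086998 to 168123395, was expressed at 25.8 ± 8.70 CPM (SD, n = 3) in t-DHEA and 12.1 ± 1.79 CPM (SD, n = 3) in t-PBS livers. Its log2 fold change was 1.09 with a standard error of 0.25. Per2 rose by 0.84 on the log2 scale, or by 0.53 without t-DHEA rat 1, and Arntl fell by 0.87. Anxa1 fell by 1.33 and Timp1 fell by 0.90. These 5 genes met the criteria with each liver left out in turn. Lifr rose by 1.04, with overlapping groups, and lost its call without t-PBS rat 3 or t-DHEA rat 1. Adamts5 rose by 1.20 from 23 counts in the t-PBS livers to 50 in the t-DHEA livers, and lost its call in 4 of the 6 fits that each left out 1 liver; it rose by 0.59 without t-DHEA rat 2. Pdgfa rose by 1.15, with an unadjusted p of 0.0512 in edgeR's quasi-likelihood test, and met the criteria in 1 of the 6 fits that each left out 1 liver. It rose by 1.51 in that fit, without t-DHEA rat 2, and by 0.70 without t-DHEA rat 3. Rgs4 and Ggt1 were below the filter, with 50 against 20 and 20 against 5 counts in t-PBS against t-DHEA livers. Without the filter, Rgs4 had an unadjusted p of 0.0375 in edgeR's quasi-likelihood test and Ggt1 one of 0.0619.

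**Figure D1:**
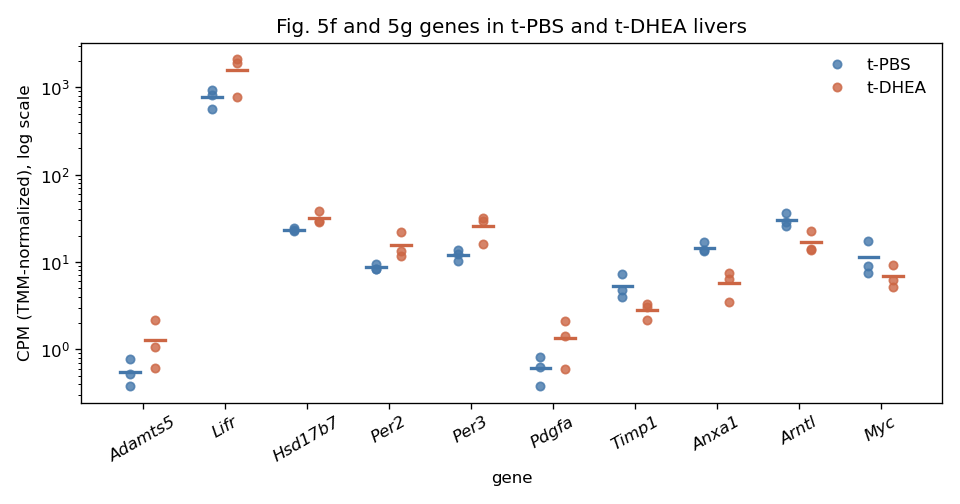
Expression in CPM, on a log scale, of the 10 genes of Fig. 5f and 5g that passed the filter for low counts. Each point is 1 liver and each line is the mean of 3 livers; the groups overlap for Adamts5, Lifr, Pdgfa and Myc.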

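Tnf, on chromosome 20 of Rnor_6.0 from 5189390 to 5192000, had 3, 4 and 2 counts in the t-PBS livers and 0 in each t-DHEA liver. Ptgs2, on chromosome 13 from 67351087 to 67359335, had 6, 4 and 4 counts in the t-PBS livers and 0, 0 and 1 in the t-DHEA livers. Both genes were below the filter for low counts. Every t-DHEA liver lay below every t-PBS liver for both genes (exact permutation test, p = 0.1, the smallest that this design allows). Without the filter, the unadjusted p was 0.0133 for Tnf and 0.0104 for Ptgs2, and the adjusted p was 0.895 for both, in edgeR's quasi-likelihood test. Against the limit of 3 counts, Ptgs2 was at least 1.45-fold lower in t-DHEA livers. No fold is given for Tnf, which had 9 counts in all.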

Tumour necrosis factor and prostaglandin-endoperoxide synthase-2 (PTGS2) occupied the centre of the working network. Regulator effects analysis was used to combine upstream regulator analysis and downstream function analysis (Fig. 5g). It indicated that alterations in hepatic gene expression regulated fatty acid concentration, which coincides with dyslipidaemia. These data indicated that the dysregulation of hepatic gene expression might be involved in metabolic derangement triggered by the DHEA-shaped microbiome transplantation.

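Myc, on chromosome 7 of Rnor_6.0 from 102586313 to 102591237, was expressed at 6.94 ± 2.15 CPM (SD, n = 3) in t-DHEA and 11.4 ± 5.44 CPM (SD, n = 3) in t-PBS livers. The groups overlapped, and the log2 fold change of -0.71 had a standard error of 0.34 and an unadjusted p of 0.0637 in edgeR's quasi-likelihood test. It was -0.25 without t-PBS rat 1. Of 17 genes of fatty acid synthesis, 4 were higher in t-DHEA livers, with a median log2 fold change of -0.18 and an adjusted p of 0.761 in camera over 6 lists of metabolic processes. Leaving out single livers gave medians from -0.40 without t-DHEA rat 1 to -0.027 without t-PBS rat 2, and the median was -0.37 with an adjusted p of 0.00042 in camera without t-PBS rat 1. Dgat2 was higher by 0.36 on the log2 scale, and met the criteria in 3 of the 6 fits that each left out 1 liver; it rose by 0.22 without t-DHEA rat 1. For 18 genes of fatty acid oxidation the median was -0.0066 with an adjusted p of 0.761 in camera, and it ran from -0.081 without t-PBS rat 1 to 0.12 without t-DHEA rat 1.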

**Fig. 5:**
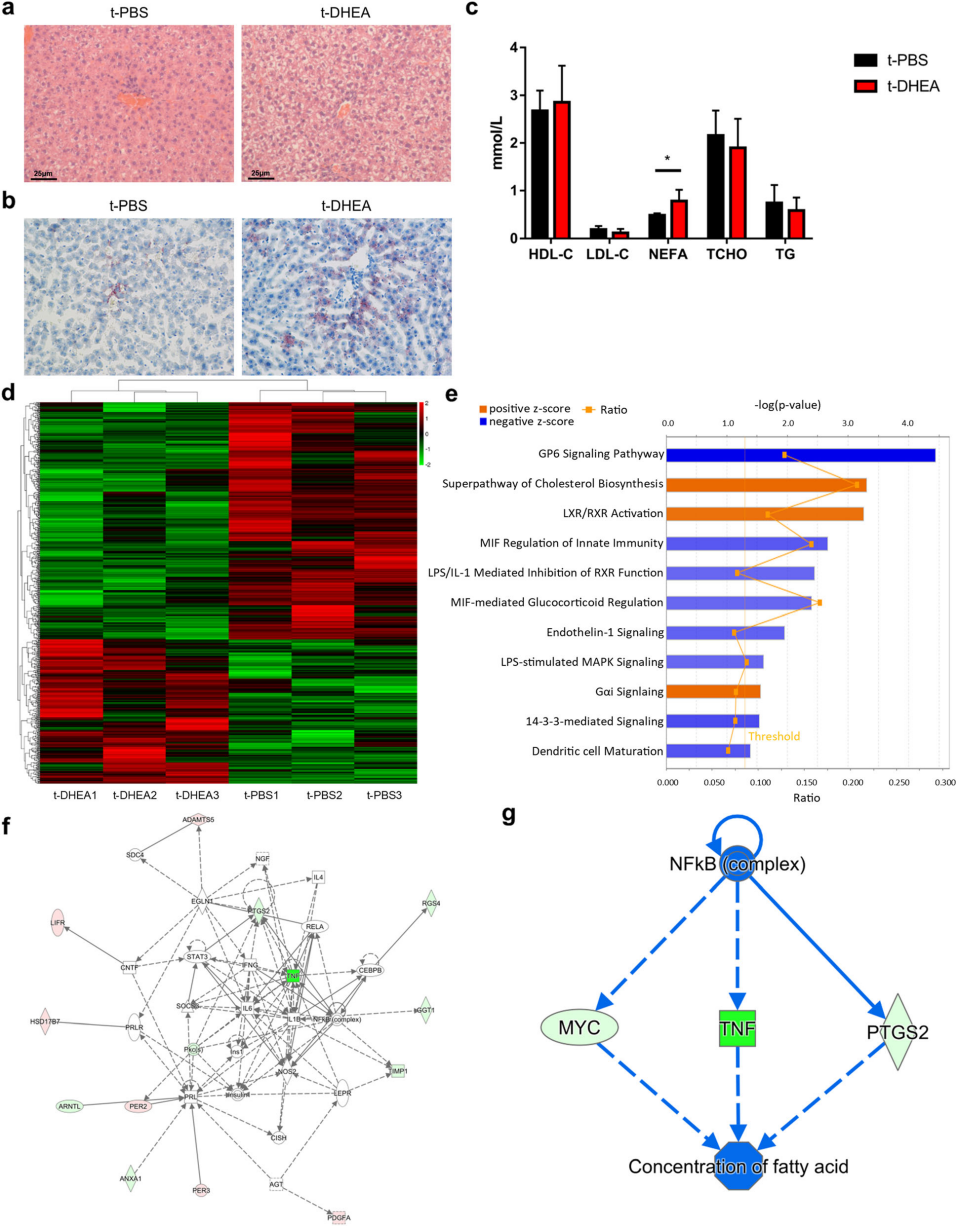
FMT of DHEA-shaped gut microbiota regulated liver metabolism. Representative photomicrographs revealing hepatic lipid content by H&E staining (**a**) and ORO staining (**b**). Scale bar = 25 μm. **c** Serum lipid levels including HDL-C, LDL-C, NEFA, TCHO, and TG in t-PBS group and t-DHEA group (*n* = 6 each group, * *p* < 0.05). Data are given as mean ± SEM. **d** Heat map of 725 DEGs in livers from t-PBS and t-DHEA groups (*n* = 3 each group). These data were presented using FPKM values. **e** Bar plot summarises the significantly influenced canonical pathways regarding metabolism and immunity in rat livers (*n* = 3 each group). Pathways with Z-score more than 2 (orange) or less than − 2 (blue) were displayed and were ranked by − log(*p* value). The straight orange line indicates the significance level of *p* = 0.05. The orange fold line indicates the ratio of enrichment in the pathway. **f** Network presenting interactions between DEGs involved in carbohydrate and lipid metabolism (*n* = 3 each group). Genes are exhibited as red nodes (upregulated) and green nodes (downregulated). Relationships between 2 nodes are indicated as lines (direct interaction) or dotted lines (indirect interaction). **g** Network displaying regulatory effects from upstream regulators to downstream bio-functions linked by DEGs (*n* = 3 each group). *DEGs*, differentially expressed genes; *FPKM*, Fragments Per Kilobase of exon model per million mapped reads; *HDL-C*, high-density lipoprotein cholesterol; *LDL-C*, low-density lipoprotein cholesterol; *NEFA*, non-esterified fatty acid; *TCHO*, total cholesterol; *TG*, triglycerides

## Discussion

Although PCOS is a serious health concern worldwide, the limited treatment options primarily focus on the symptoms and therefore yield unsatisfactory therapeutic outcomes and long-term metabolic complications, primarily due to a lack of understanding of its aetiology. Gut dysbiosis is characteristic of PCOS patients and rodent models. The manipulation of gut microbiota by FMT, probiotics, prebiotics or symbiotics ameliorates the PCOS phenotype [20, 24]. Recent studies have revealed that gut microbiota shows a close relationship with normal sex hormone levels in rodent models; Yurkovetskiy et al. found that the microbiota of castrated male mice was closer to female mice compared with uncastrated male counterparts, verifying that androgens affect gut microbiota [7]. FMT from males increased the serum T level in immature female recipients, which suggests that gut microbes regulated serum T levels [8]. Therefore, there is a mutual interaction between androgens and the microbial community. However, whether the bidirectional relationship between androgens and the microbiome participates in the development of PCOS is not known. Consequently, the precise role of gut dysbiosis in the pathogenesis of hyperandrogenism-dependent metabolic disorders is worthy of further investigation.

The findings that androgens can induce PCOS phenotypes and gut microbiota disturbance in rodents [19, 25] were validated in DHEA-induced PCOS-like rats. Clinical studies found that the gut microbial composition and relative abundance of taxa were related to PCOS phenotypes [18]. However, it is not clear whether DHEA leads to the PCOS metabolic and endocrinal phenotypes directly or if this process depends on the presence and alteration of the gut microbiota [26]. In this study, antibiotic cocktails were administered to clear the existing gut microbes during model establishment [27]. Zarrinpar et al. found that depletion of the microbiome by antibiotics reduced FBG levels and the GTT glucose surge in normal mice [28]. However, the blood glucose curves showed similarly high levels in the DHEA and DHEA + antibiotics groups, suggesting that hyperandrogenism leads to glucose intolerance independent of the gut microbiome. The clearance of gut microbiota did not avert polycystic morphology induced by DHEA, suggesting that the ovarian anomalies resulting from androgen administration were independent of the gut microbiota. However, the clearance of gut microbiota by ABX decreased serum T level and FAI in the DHEA + antibiotics group. After glucuronidation and sulfation, androgens were excreted by the liver via bile or the kidneys via urine. The glucuronidases and sulfatases synthesised by gut microbes can deconjugate and facilitate the reabsorption of androgens. Decreased serum T levels and FAI may be related to decreased reabsorption and increased excretion of androgens through the gut. The LH and FSH levels and the LH/FSH ratio simultaneously decreased significantly. The relationship between gut microbiota and pituitary gonadotropic hormones has not been elucidated. The concurrent decrease in gonadotropins possibly resulted from suppressed gonadotropin-releasing hormone (GnRH) levels in the hypothalamus. A previous study reported that compared with conventional mice, differentially expressed lncRNAs in the hippocampus of germ-free mice were closely associated with GnRH. This finding indicates that the gut microbiota is implicated in gonadotropin regulation. In general, gut microbiota may not play a role in the development of metabolic and ovarian dysfunctions in DHEA-induced PCOS. However, significant alterations in endocrine hormone levels in pseudo germ-free rats indicate an association between gut microbiota and the hypothalamus–pituitary–endocrine gland axes.

Germ-free and pseudo germ-free animals associated with FMT were used to illustrate the causal relationship between gut microbiota and diseases such as intestinal carcinogenesis and irritable bowel syndrome [29, 30]. The relatively long-term impact of androgen-shaped gut microbiota from female donors on pseudo germ-free recipients was studied for the first time by combining ABX and FMT. In this study, the 21-d antibiotic treatment was divided into 3 courses of 7 days with a 2-day interval to prepare the recipient rats for FMT [31]. The microbiota was transferred to the recipients by oral gavage within 30 min of excretion to maintain bacterial viability. The impact of the DHEA-shaped gut microbiome was analysed and discussed from metabolic and endocrinal perspectives.

In a landmark study, FMT from obese conventional mice to germ-free counterparts caused a significant increase in body weight in the recipients, suggesting an association between the gut microbiome and body weight [32]. In this study, excluding the effect of obesity on metabolism and endocrine functions in FMT recipients, body weight was similar between the t-PBS and t-DHEA groups. Glucose metabolism was closely correlated to the gut microbiota, and dietary fibre-induced gut microbiota relieved T2DM [11, 33]. Although the baseline blood glucose was similar between groups, rats in the t-DHEA group showed significantly elevated blood glucose levels and area under the curve in GTT. Compared with the t-PBS group, a decreased relative abundance of *Turicibacter* and *Clostridium sensu stricto* in gut microbiota was observed in the t-DHEA group. Previous studies showed an association of these genera with glucose metabolism. The decreased relative abundance of *Turicibacter* was negatively correlated with impaired glucose tolerance induced by rapamycin treatment [34]. *Clostridium sensu stricto* and its family *Clostridiaceae* were regarded as biomarkers of previous gestational diabetes mellitus [35]. Therefore, the glucose intolerance in recipients of DHEA-shaped microbiomes may result from dysbiosis. Glucose intolerance and increased circulating NEFA levels were both regarded as early markers for metabolic derangement and insulin resistance [36]. NEFA administration damaged mitochondrial function and increased reactive oxygen species production, thus inducing hepatic lipid accumulation and insulin resistance [37]. In this study, rats in the t-DHEA group displayed elevated serum NEFA levels and hepatic steatosis, indicating metabolic derangement and potential insulin resistance. An analysis of the functional enrichment of the faecal metabolome indicated arginine biosynthesis alteration. Arginine was associated with glucose and lipid metabolism, and dietary supplementation with arginine was beneficial to metabolic syndrome, including obesity, diabetes and dyslipidaemia [38]. A recent meta-analysis validated the impact of arginine supplementation on the lipid profile [39]. Since arginine biosynthesis alteration was triggered by the FMT of DHEA-shaped gut microbiota, androgens may regulate glucolipid metabolism through dysregulated arginine biosynthesis. In addition, the arginine level served as an early biochemical marker of underlying cardiovascular complications in PCOS [40]. It was reported that gut microbes could distally control hepatic gene expression, resulting in transcriptional variants of hepatic metabolism [41]. The liver transcriptome was used to determine the effect of changes in gut microbes and microbial metabolites on glucose and lipid metabolism. 

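After Benjamini-Hochberg adjustment over the 12210 genes, none had an adjusted p below 0.05 in edgeR's quasi-likelihood test, and the lowest was 0.242. An unadjusted p below 0.05 was obtained for 634 genes, which is 5.19% of those tested, against 610.5 expected by chance. With edgeR's likelihood-ratio test and with DESeq2, 28 and 24 genes had an adjusted p below 0.05. In a single simulation with 200 genes changed 2-fold, these tests called 39 and 24 unchanged genes at that threshold, against 17 with the quasi-likelihood test. The genes they called in the livers can therefore be false calls.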

The effect of transferred gut microbiota on recipient liver gene expression was not significant; however, there were some changes. Therefore, a 1.2-fold-change was employed to analyse the underlying variations [42, 43]. 

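At a fold-change above 1.5 and an unadjusted p below 0.05 in edgeR's quasi-likelihood test, 275 genes remained, 101 upregulated and 174 downregulated. Above a fold-change of 2, there were 32 upregulated and 68 downregulated genes.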

The effects of DHEA-shaped gut microbiota on gene transcription in the liver have rarely been studied. Hepatic gene expression profiling showed that DHEA-shaped gut microbiota perturbed glucose metabolism, cholesterol metabolism and immune response, which was in accordance with the glucose intolerance, liver lipid accumulation and dyslipidaemia exhibited in PCOS-like rat-FMT recipients. Thus, the gut microbiota in DHEA-treated rats possibly disrupted glucose and lipid metabolism by regulating hepatic gene expression.

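Of 23 genes of glucose metabolism, 6 were higher in t-DHEA livers, with a median log2 fold change of -0.063 and an adjusted p of 0.761 in camera. The median was -0.14 without t-DHEA rat 3, -0.14 without t-PBS rat 1 and -0.029 without t-DHEA rat 2. Pfkfb1 fell by 0.97 on the log2 scale, with an unadjusted p of 0.00816 in edgeR's quasi-likelihood test, and fell by 0.63 without t-PBS rat 2. Gys2 rose by 0.26 and Irs1 fell by 0.32, and both met the criteria in 2 of the 6 fits that each left out 1 liver. Irs1 fell by 0.20 without t-DHEA rat 3. Of 20 genes of dendritic cell maturation, 7 were higher, with a median of -0.047 and an adjusted p of 0.556 in camera. It ran from -0.11 without t-DHEA rat 1 to 0.081 without t-DHEA rat 2, and was -0.15 with an adjusted p of 0.0351 without the filter for low counts. Cd83 fell by 0.50, and did not meet the criteria with DESeq2. For 8 inflammatory genes under LXR/RXR control the median was -0.033 with an adjusted p of 0.712 in camera. It ran from -0.089 without t-PBS rat 1 to 0.12 without t-PBS rat 3, and was -0.13 with an adjusted p of 0.0449 without the filter for low counts. From the pathways and networks of the DEGs, the paper proposes that altered gene expression in the liver took part in the metabolic changes of t-DHEA rats. It sets these beside the lipid accumulation in the liver, the dyslipidaemia and the glucose intolerance measured in those rats.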

There are mutual interactions between androgen and gut microbiota [7, 8]. Nevertheless, it has not been determined whether there is a bidirectional effect between hyperandrogenism and gut dysbiosis or how it might participate in the development of PCOS. DHEA-induced gut dysbiosis was confirmed in the rat PCOS model. Furthermore, FMT from DHEA-induced PCOS-like rats increased serum T level in recipients, indicating the regulatory effect of the gut microbiome on serum T levels (Additional file 5: Figure S5). DHEA-S in the transplant and gut microbiota were simultaneously transferred to recipients. There is a common belief that DHEA and DHEA-S can interconvert freely. However, a previous study found no change in serum DHEA levels after oral administration of DHEA-S and concluded that DHEA-S is not the origin of bioavailable DHEA [44]. As DHEA was not detected and DHEA-S levels were very low in the transplant, we considered that the effect of FMT in the transplant may be irrelevant to either DHEA or DHEA-S and was mainly attributed to the transfer of gut microbiota. There are several potential mechanisms by which the gut microbiome influences serum T levels. Markle et al. reported that elevated T level was attributed to increased hormone production due to the increased androgen precursor level [45]. Both ovary and adrenal glands could be the origins of these androgens. The adrenal gland is the effector organ of the hypothalamus–pituitary–adrenal gland (HPA) axis. Gut dysbiosis disturbs the homeostasis of the HPA axis, which is essential in coping with stress [46]. Stressed animal models displayed declined *Turicibacter* and *Clostridium sensu stricto*, suggesting an association between stress and the reduced relative abundance of *Turicibacter* and *Clostridium sensu stricto* [47]. These 2 genera were depleted in the t-DHEA group, indicating that the HPA axis function was possibly altered in these rats. The dysregulated HPA axis may perturb androgen production and T levels [48]. On the other hand, dysbiosis of gut microbiota can lead to metabolic derangement, including insulin resistance [49, 50]. The subsequent hyperinsulinemia causes excessive androgen production in the ovaries and increases circulating T. Nevertheless, FMT-induced hyperandrogenism may be a vital factor in ovarian morphological anomalies and disrupted oestrous cycles. This phenomenon deserves further investigation owing to its promising roles in the development and evolution of PCOS. A derangement of gonadotropin levels occurred in FMT recipients of PCOS-like rats. The LH and FSH levels decreased in the t-DHEA group and were associated with gut microbes. Together with hyperandrogenism, suppressed serum FSH levels contributed to deteriorating ovarian morphology and oestrous cycles and reduced levels of gonadotrophins implied GnRH suppression which was possibly regulated by the gut–brain axis. The gut–brain axis refers to the mutual communication between the gut and the central nervous system [51]. The hypothalamus is a primary location in the brain responsible for receiving nervous and humoral regulation signals from the gut microbiome. De Palma et al. showed that variations in the gut microbiota could influence the functioning of the hypothalamus [46]. In addition, the hypothalamus is also the upstream commander of many endocrine axes including the hypothalamus–pituitary–ovary (HPO) axis. It is known that dysregulation in the HPA axis inhibits the HPO axis. Therefore, decreased GnRH and gonadotropins may be attributed to potential HPA dysfunction. In addition, arginine levels regulate GnRH synthesis and secretion. Serum arginine levels were reduced in PCOS patients, and it was found that L-arginine administration could ameliorate hormonal disturbances in PCOS rats [52]. Besides, arginine is the precursor of nitric oxide, which plays a critical role in the neuroendocrine regulation of reproduction and is involved in controlling the activity of GnRH neurons [53]. Therefore, GnRH secretion may be affected by gut microbiota dysbiosis and metabolome shifts, thereby disturbing the HPO axis.

Overall, gut microbiota from PCOS-like hyperandrogenic rats induces glucose and lipid metabolism disorder, disrupted oestrous cycles, polycystic ovaries and reproductive hormone variations in pseudo germ-free recipients. Therefore, gut dysbiosis may coordinate with hyperandrogenism to disrupt metabolic and endocrinal homeostasis through disturbance of the HPA and HPO axes. In PCOS, this process is potentially regulated by the gut–brain and gut–liver axes (Additional file 5: Figure S5).

## Conclusions

DHEA treatment induces the PCOS-like phenotype and gut dysbiosis in SD rats. The establishment of the PCOS model in pseudo germ-free rats shows that gut microbiota depletion cannot prevent PCOS-like phenotypes in DHEA-treated rats and hyperandrogenism remains the primary factor in PCOS pathogenesis. FMT-oriented gut dysbiosis causes PCOS-like phenotypes, including metabolic and endocrinal malfunction in recipients. Therefore, androgen-shaped gut microbiota also plays a part in PCOS pathogenesis. These novel findings shed light on the understanding of new etiological agents and potential comprehensive PCOS treatment options.

## Methods

### Animals

Thirty SD rats (female, 3-week old) were purchased from Vital River Laboratory Animal Technology Co Ltd., Beijing, China. Two rats per cage were housed in 15 individually ventilated cages in a specific pathogen-free environment and maintained under a 12-h light/dark cycle, controlled temperature and stable humidity, with 24 h free access to standard irradiated rodent feed and non-acidified drinking water. The rats’ body weights were measured weekly.

### Establishment of PCOS model

Eighteen rats were randomly allocated to 3 groups: PBS, DHEA and DHEA + antibiotics groups (*n* = 6 each group). To induce the PCOS phenotype, rats in the DHEA group were subcutaneously injected with 6 mg/100 g bodyweight DHEA (cat. no. H10940064, Yangzhou Pharmaceutical Co., Ltd) daily for 35 consecutive days. Rats in the PBS group were injected with PBS. Rats in the DHEA + antibiotics group were injected with DHEA in the same manner as the DHEA group and received a freshly prepared antibiotic cocktail daily in their drinking water. The antibiotic cocktail, consisting of ampicillin sodium (1 mg mL^−1^), neomycin sulfate (1 mg mL^−1^), metronidazole (1 mg mL^−1^), and vancomycin hydrochloride (0.5 mg mL^−1^) (all purchased from Sangon Biotech, China) [54], was administered to rats every day immediately after preparation. The rats in all 3 groups were sacrificed after 5 weeks of treatment.

### Establishment of FMT model

Twelve other rats were randomly allocated into 2 groups, a t-PBS and a t-DHEA group (*n* = 6 each group). First, a three-course antibiotic treatment was administered to both groups of FMT recipient rats to establish the pseudo germ-free rat model as previously described [31, 54]. They were given an antibiotic cocktail in drinking water for 7 days, non-acidified drinking water for 2 days, the antibiotic cocktail in drinking water for 7 days, non-acidified drinking water for 2 days, the antibiotic cocktail in drinking water for 7 days, and non-acidified drinking water for 2 days before FMT. The faecal samples were collected and processed within 30 min to ensure bacterial viability in the transplant. The faecal pellets were pooled and homogenised with 1 mL PBS and 1 mL skimmed milk per pellet (0.2 g) [21]. Then, the mixture was allowed to settle by gravity for 5 min, and 1 mL supernatant was transferred to recipients by oral gavage every day for 14 days. After the 21-day PCOS model establishment, the donors continued to receive DHEA for another 14 days during FMT. The microbial loads in donors after DHEA treatment and in recipients after ABX treatment were assessed using MAKLER counting chamber. The recipients received approximately 1 × 10^9^ microbes by oral gavage daily and were sacrificed after 2 weeks of FMT.

### GTT

All rats were fasted overnight for 16 h before GTT. The blood glucose levels were measured using tail vein blood before and 15, 30, 45, 60, 90 and 120 min after intraperitoneal glucose administration (50% glucose, 2 g/kg body weight). The total area under the GTT curve was calculated using GraphPad Prism 7.00.

### Vaginal smears and oestrous cycle determination

Vaginal smears were taken daily between 9:00 am and 11:00 am for 8 consecutive days before sacrifice. The oestrous cycle stage was determined by observation of the vaginal smears using a light microscopic (Zeiss, Germany). Briefly, samples dominated by nucleated epithelial cells indicated the proestrus stage, and those with primarily cornified squamous epithelial cells indicated the estrus stage. The metestrus stage was indicated by comparative quantities of cornified squamous epithelial cells and leukocytes, while the diestrus stage was dominated by leukocytes.

### Organ collection and histology

The rats were euthanised by cervical dislocation. The ovaries were carefully dissected and fixed in 4% paraformaldehyde overnight at room temperature before being embedded in paraffin. The livers were also carefully separated. A sample of liver tissue was snap-frozen in liquid nitrogen and kept at – 80 °C for future use. Others were fixed and embedded using the same procedure as the ovaries. Eight-micrometre-thick tissue sections of ovaries and livers were processed by H&E and ORO staining according to standard histological procedures and examined using a light microscope (Zeiss, Germany).

### Serum analysis

At the end of the treatments, blood samples were collected from the abdominal aorta of anaesthetised rats using a pro-coagulation tube and centrifuged at 2500 rpm for 15 min at 4 °C. Then the upper supernatants were carefully transferred to cryogenic vials and immediately stored at – 80 °C for further evaluation. The levels of TT (582701, Cayman, USA), SHBG (MBS014745, Mybiosource, USA), LH (MBS2018978, MyBioSource, USA) and FSH (EKU04249, BIOMATIK, Canada) were analysed using enzyme-linked immunosorbent assay kits. To assess the biologically active amount of testosterone, the FAI was calculated using the following formula: FAI = (TT × 100)/SHBG [55]. Separate serum samples were sent to the Shanghai Model Organisms Center, Inc., to evaluate serum lipids.

### Faecal sample collection and DNA extraction

The faecal pellets were collected in cryogenic vials immediately after being discharged before sacrifice. The faecal samples were snap-frozen and stored at – 80 °C before analysis. Microbial DNA was extracted from rat faecal samples using QIAamp Fast DNA Stool Mini Kit (51604, Qiagen, Hilden, Germany) according to the manufacturer’s instructions. A Class II biosafety cabinet was used for the preparation of the extracted DNA. The studies were carried out attentively by the same technician to reduce the risks of contamination or operational mistakes. The quantity and purity of the extracted DNA were controlled using NanoDrop 2000 (Thermo Scientific, USA). The integrity and size of the isolated DNA were evaluated using agarose gel electrophoresis.

### 16S rRNA gene amplification and sequencing

The V3–V4 hypervariable region of the 16S rRNA gene was amplified by PCR under the following conditions: 95 °C for 3 min, followed by 30 cycles at 98 °C for 20 s, 58 °C for 15 s, 72 °C for 20 s and a final extension at 72 °C for 5 min. The primers used were 341F 5′-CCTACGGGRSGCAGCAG)-3′ and 806R 5′-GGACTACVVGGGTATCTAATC-3′ [56]. The 30-μL reaction system consisted of 15-μL 2 × KAPA Library Amplification ReadyMix, 20-μM primers, 50-ng template DNA and double-distilled water. The amplification products were isolated using 2% agarose gel, purified using a AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, USA), and quantitatively measured by Qubit®2.0 (Invitrogen, USA). After library establishment, the tags were sequenced using the MiSeq platform (Illumina, Inc., USA) for 250-bp paired-end reads.

### Process of 16S sequencing data

After trimming the primers and barcodes, the lengths and average base quality of the tags were evaluated. The 16S tags were limited to the region between 220 bp and 500 bp. The average Phred score of the bases were at least 20 (Q20), and at most 3 ambiguous N. The enumeration of the tags was followed by the removal of redundancy. Only the reliable tags (frequency > 1) were allocated into operational taxonomic units (OTUs) labelled by a representative tag. Next, Userach (version 7.0) was used to cluster the OTUs at 97% similarity and filter out the chimeric sequences. Every representative tag was aligned against the RDP database (http://rdp.cme.msu.edu) and assigned to a taxon (confidence threshold: 0.8). Tags which could not be distributed to any known taxonomy level were defined as “unclassified.” Python scripts of Qiime (V1.9.1) were included for OTU standardisation, OTU profiling and alpha/beta diversity assessment. Random levelling of samples was performed to reduce the deviation resulting from size differences. The microbial richness and evenness were evaluated by α-diversity by the PD whole tree index, which is based on the phylogenetic tree and evaluates diversity by summing the length of all branches. PCoA, adonis analysis and ANOSIM were employed to differentiate the microbial composition between groups [57]. The non-parametric Wilcoxon test was used to determine the statistical significance of taxa and KEGG orthologues (KOs). The differences in the relative abundance of bacterial taxa between groups were identified using the LEfSe method (version 1.0). The significance level was set at *p* < 0.05 and the effect size at LDA score > 2.0. STAMP (version 2.1.3) was used to identify differentially enriched KO modules between groups. Correlation analysis between gut microbiota and clinical parameters, gut microbiota and faecal metabolome, and faecal metabolome and clinical parameters was conducted using Spearman’s rho correlation test. The degree of transfer of gut microbiota from donor rats to pseudo germ-free rats was evaluated using SourceTracker software version 1.0.1.

### Gut microbiota metabolite analysis

Faecal metabolome analysis was conducted using Liquid Chromatography-Mass Spectrometry (LC-MS, Agilent 1290 UHPLC). The data were collected using AB 5600 Triple TOF under the control of Analyst TF 1.7 (AB Sciex). The raw data were converted using ProteoWizard and processed using XCMS, followed by metabolite identification. The metabolites were annotated using m/z, retention time, and MS/MS fragmentation patterns. The differential metabolites between groups were identified using the student’s *t* test and orthogonal projections to latent structures-discriminant analysis (OPLS-DA). Volcano and bubble plots were produced using the R package (version 3.5.1). The corrplot package was used for correlation analysis, the pheatmap package was used for hierarchical clustering, and the ropls package for OPLS-DA. DHEA-S was quantified in each pellet of the donor animals’ faeces using LCMSMS.

### Library construction for mRNA-seq and sequencing

A RNeasy mini kit (Qiagen, Germany) was used to extract total RNA from the rat livers. The TruSeq® RNA Sample Preparation Kit (Illumina, USA) was employed to construct paired-end libraries based on the manufacturer’s guidelines. An Agilent 2100 bioanalyser was used to evaluate the concentration and size distribution of the cDNA library (Agilent Technologies, USA). Finally, the libraries were sequenced on the HiSeq Xten platform (Illumina, USA).

### Process of mRNA-seq data

First, the raw reads were filtered by Seqtk (https://github.com/lh3/seqtk). Clean reads were obtained after adapter removal, quality control and host contaminant filtering of raw reads using Seqtk. Quality control was based on the Phred score of each base being more than 20, and the read length greater than 25 bp. Hisat2 (version 2.0.4) was employed to map the cleaned reads to Rattus norvegicus Rnor_6.0 [58]. The genes fragments were counted using Stringtie (version:1.3.0) followed by FPKM (Fragments Per Kilobase of exon model per million mapped reads) normalisation [59]. EdgeR was used to identify the DEGs based on FPKM values with the thresholds of *p* < 0.05 and fold-change > 1.2. The heat map was produced by R package pheatmap. IPA software was used for bioinformatics analysis of DEGs.

### Statistics

GraphPad Prism 7.00 was used to perform statistical analyses and data visualisation. The sample sizes were calculated using GraphPad StatMate 2.0 with power analysis. A Kolmogorov–Smirnov test was performed to examine the quantitative data for Gaussian distribution. A two-tailed unpaired student’s *t* test, Mann–Whitney test and one-way analysis of variance coupled with Turkey’s multiple comparisons test were performed to assess the differences between and among groups. The quantitative data were shown as means ± standard error of the mean (SEM). A difference of *p* < 0.05 was considered statistically significant.

## Supplementary Information

**Additional file 1: Figure S1.** Microbial characteristics of DHEA-induced PCOS-like rats.

**Additional file 2: Figure S2.** Depleting the gut microbiota by antibiotic treatment in DHEA+ABX group.

**Additional file 3: Figure S3.** Transplant contents in FMT donors and gut circumstances in antibiotic-treated recipients before FMT initiation.

**Additional file 4: Figure S4.** Microbial composition in FMT donors and recipients.

**Additional file 5: Figure S5.** Effects of DHEA-shaped gut microbiome transplantation in recipient rats.

## Data Availability

The 16S rRNA gene sequencing data have been deposited in the NCBI database under accession code PRJNA635286. Hepatic mRNA sequencing data is available at NCBI Gene Expression Omnibus (GEO), series accession number GSE151220. All data can be obtained in this manuscript or from the authors upon request.

## Abbreviations

PCOS: Polycystic ovary syndrome
DHEA: Dehydroepiandrosterone
DHEA-S: Dehydroepiandrosterone sulfate
T2DM: Type 2 diabetes mellitus
CVD: Cardiovascular disease
FMT: Faecal microbiota transplantation
LH: Luteinising hormone
CL: Corpora lutea
TT: Total testosterone
SHBG: Sex hormone-binding globulin
FAI: Free androgen index
FSH: Follicle-stimulating hormone
ABX: Antibiotics
GTT: Glucose tolerance test
KEGG: Kyoto Encyclopaedia of Genes and Genomes
H&E: Haematoxylin & eosin
ORO: Oil red O
NEFA: Non-esterified fatty acids
HDL-C: High-density lipoprotein cholesterol
LDL-C: Low-density lipoprotein cholesterol
TCHO: Total cholesterol
TG: Triglycerides
DEGs: Differentially expressed genes
IPA: Ingenuity Pathway Analysis
GnRH: Gonadotropin-releasing hormone
HPA: Hypothalamus–pituitary–adrenal gland
HPO: Hypothalamus–pituitary–ovary
SD: Sprague Dawley
OTUs: Operational taxonomic units
PCoA: Principal coordinate analysis
ANOSIM: Analysis of similarities
LDA: Linear discriminant analysis
LEfSe: LDA effect size
KOs: KEGG orthologues
LC-MS: Liquid chromatography–mass spectrometry
OPLS-DA: Orthogonal projections to latent structures-discriminant analysis
FPKM: Fragments Per Kilobase of exon model per Million mapped reads
SEM: Standard error of the mean

# Supplementary material for: Androgen-induced gut dysbiosis disrupts glucolipid metabolism and endocrinal functions in polycystic ovary syndrome
**Source:** Microbiome. 2021 May 6;9:101. doi: 10.1186/s40168-021-01046-5
**Supplement:** Supplementary file 3 — Additional file 2: Figure S2. Depleting the gut microbiota by antibiotic treatment in DHEA+ABX group.

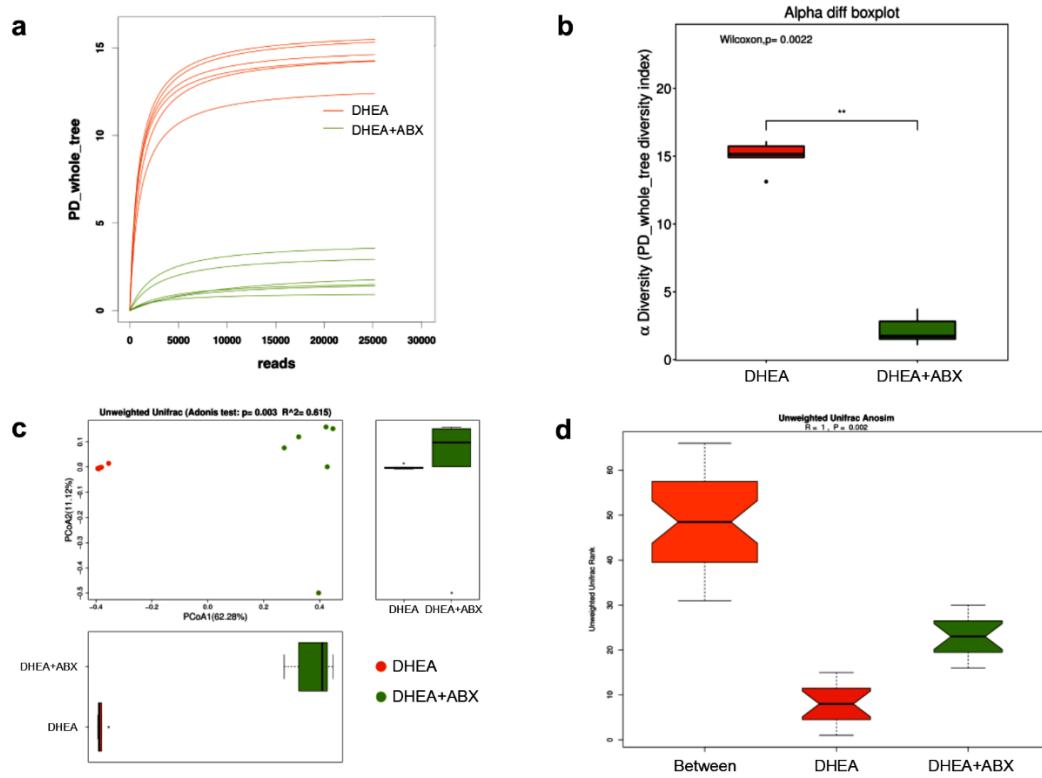

**Figure S2.** Depleting the gut microbiota by antibiotic treatment in DHEA+ABX group.

**a** Melting curves of 12 fecal samples in DHEA group and DHEA+ABX group. **b** PD whole tree index indicating alpha diversity of microbiomes in the two groups. PCoA analysis (**c**) and ANOSIM analysis (**d**) performed using unweighted UniFrac distance to assess beta diversity between microbial communities of the two groups. DHEA+ABX, DHEA+antibiotics. n=6 each group.

# Supplementary material for: Androgen-induced gut dysbiosis disrupts glucolipid metabolism and endocrinal functions in polycystic ovary syndrome
**Source:** Microbiome. 2021 May 6;9:101. doi: 10.1186/s40168-021-01046-5
**Supplement:** Supplementary file 5 — Additional file 4: Figure S4. Microbial composition in FMT donors and recipients.

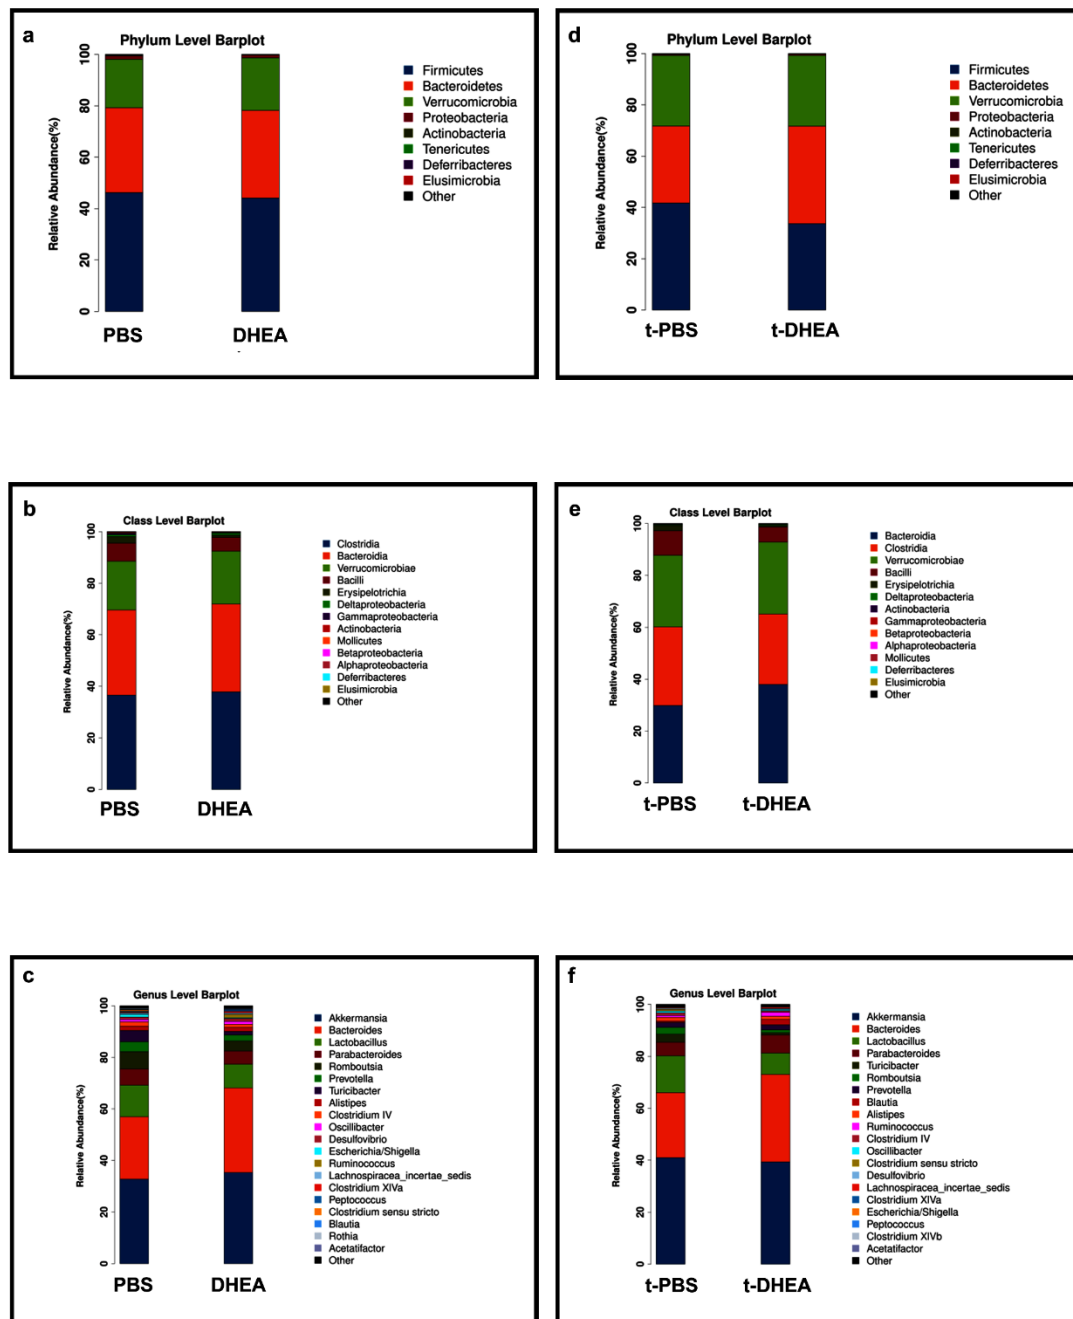

**Figure S4.** Microbial composition in FMT donors and recipients.

Bar plot of phylogenetic composition of phyla-level (a), class-level (b), and genus-level (c) bacterial taxa in PBS-treated rats and DHEA-treated rats.

Bar plot of phylogenetic composition of phyla-level (d), class-level (e), and genus-level (f) bacterial taxa in FMT recipients.

How the deposited data were processed for this re-analysis (not part of the article)

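Liver RNA was sequenced from 3 t-PBS and 3 t-DHEA rats, which received faecal microbiota for 14 days from control or DHEA-treated donors. The authors filtered the reads, mapped them to Rnor_6.0 with Hisat2 and counted fragments per gene with Stringtie; the raw counts they deposited carry no normalization. The FPKM values the authors deposited equal each count divided by a fixed gene length and by the library's total count, within a relative difference of 0.000585, so they hold no information beyond the counts and the lengths. The annotation release and the strandedness of the libraries are not named in the paper's text, so overlapping and antisense genes are uncertain. All 6 libraries were mapped to their group and rat number from their labels, and no value column was left unmapped. Between each pair of libraries the counts differed by at least 16.2 times the sampling noise (chi-square per degree of freedom), so no library was a duplicate.

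The total count on genes ran from 13031722 to 14316886 (median 13239341) in t-PBS and from 12348511 to 13529414 (median 13081514) in t-DHEA livers. A gene with no count could have had up to 3 counts, or 0.21 to 0.243 CPM depending on the liver. Fold changes against a group with at most 3 counts in every liver were computed against that floor. The floors cover counting error and not the differences between rats.

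From the counts, edgeR 4.0.16 in R 4.3.3 gave TMM factors, dispersions and the quasi-likelihood test of t-DHEA against t-PBS on genes passing its default filter. Genes were called as in the paper, at an unadjusted p below 0.05 and a fold-change above 1.2, and also at a Benjamini-Hochberg adjusted p below 0.05. The paper states that edgeR was run on FPKM values; a count model was not fitted to FPKM here. Standard errors of log2 fold changes were derived from the test statistic. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, for lists with at least 5 genes tested, and adjusted within each family of lists. The lists were written from general knowledge and are not those of IPA. Of 565 list entries, 540 matched a gene name in the table, 7 matched through an older symbol in a RefSeq gene table, and 18 did not match. Genes named in the text were chosen by a rule set in advance: those coloured in Fig. 5f and 5g; up to 3 genes with the lowest p in each list discussed; and, among genes meeting the paper's criteria with separated groups and a mean of at least 1 CPM, the 5 with the largest increase and the 5 with the largest decrease, without unnamed identifiers. Genes named outside this rule were chosen after their values were seen. A per-liver clock index was the mean log2 CPM of genes in phase with Dbp minus that of genes in phase with Arntl.

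The alternatives tried were DESeq2 1.42.0, edgeR's likelihood-ratio test, no filter, at least 10 counts in every liver, limma on log2(FPKM + 0.1) with other pseudocounts, filters and quantile normalization, rat number as a block, each liver left out in turn, fold-changes above 1.5 and 2, and for lists an estimated correlation and fry. Fisher's exact test of the DEGs in each list and a list of mesothelial genes were added after the data were seen.

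The tests were checked on simulated counts drawn from the means, depths and dispersions of these livers, with 200 genes changed 2-fold. In 10 such simulations the quasi-likelihood test recovered 72.5% of the changed genes at an adjusted p below 0.05, and 7.5% of its calls were unchanged genes, above the nominal 5%. Between 4.29% and 5.08% of unchanged genes had an unadjusted p below 0.05. In a single simulation, unchanged genes called at an adjusted p below 0.05 numbered 17 with the quasi-likelihood test, 39 with the likelihood-ratio test, 24 with DESeq2 and 11 with limma on FPKM. In 20 simulated experiments without any change, between 532 and 642 genes met the paper's criteria, with a median of 581. Of 200 random lists without change, 4 had a p below 0.05 in camera. Genes were drawn independently in these simulations, so this does not test the preset correlation of camera on lists whose genes vary together. In the livers themselves, the cholesterol biosynthesis and GP6 lists each had an unadjusted p below 0.05 in camera in 6 of the 9 other splits of the 6 livers into 3 and 3. The list of genes in phase with Dbp had such a p in 3 of these 9 splits, and the mesothelial list in 4.

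The histology, serum, 16S and metabolome measurements, and the IPA gene sets, were not analysed here. No genome sequence was used, so GC content was not checked.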

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

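The tests of splits of the livers and of red blood cell genes in this part were chosen after the results were seen; the predictions on clock phase and on sex-biased genes were written before the data were examined. Groups of 3 livers are too small for a test of single outlying livers. Lists of genes outside the pathways of the paper are given here where camera found them higher in t-DHEA livers than in the t-PBS controls.

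Genes that peak in phase with Dbp were higher in t-DHEA livers. All 11 tested rose, with a median log2 fold change of 0.67 and an adjusted p of 1.84e-05 in camera; over the alternatives the adjusted p ran from 1.59e-13 to 0.158, the highest being fry. Of 12 clock genes other than Per2, Per3 and Arntl, 11 moved in the direction of a phase shift. The clock index was -1.90, -1.53 and -1.01 in t-PBS rats 1, 2 and 3, and -0.0019, -1.38 and -0.15 in t-DHEA rats 1, 2 and 3 (exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest possible). The groups overlapped through t-DHEA rat 2, an outcome set down before the data were examined as counting against a shared difference in the time of day, but a single liver does not exclude it. Without that rat the median was 0.86 and the index differed by 1.41, against 0.97 over all 6 livers. For the Dbp-phase list, 2 of the 10 splits of the 6 livers gave a camera p as low. A difference in the time of day at which livers were taken, which the paper's text does not give, an effect of the microbiota on the clock and chance cannot be told apart with 3 livers per group.

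The 6 tested genes with higher expression in the liver of female rats all rose, with a median of 0.25 and an adjusted p of 0.00231 in camera (from 0.000655 to 0.158 over the alternatives, and 0.057 with a median of 0.11 without t-PBS rat 2). The paper reports raised serum testosterone in t-DHEA rats, for which masculinized expression, with a fall of these genes, was set as the prediction. The median of 0.25 was of the opposite sign, but the groups overlapped, so that masculinization was not excluded. Only 2 male-biased genes passed the filter, Cyp2c11 and Cyp4a2, and they fell by 1.04 and 0.10 with unadjusted p-values of 0.252 and 0.411 in edgeR's quasi-likelihood test. Cyp2c11 belongs to a gene family whose members could share reads.

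Genes of red blood cells rose, 4 of 5, with a median of 0.70 and an adjusted p of 0.0144 in camera (from 0.00346 to 0.529 over the alternatives). Each t-DHEA liver had a higher mean of these genes than each t-PBS liver (exact permutation test, two-sided, p = 0.1). Hba1 rose by 0.81, Hbb-b1 by 1.02 and Hbb by 0.70; these globin genes have near-identical copies and share reads. More blood left in the t-DHEA samples may explain the rise. Without t-PBS rat 3 the adjusted p in camera was 0.0573, and without t-DHEA rat 2 it was 0.144 with a median of 0.29, so the size of the rise rests largely on 1 liver, and blood content, red cell formation and chance cannot be told apart here.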

How the results depend on the processing

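The choices were made before the data were examined, apart from Fisher's exact test and the mesothelial list. DEG numbers at the paper's criteria stayed within 1.5 times of 604 under every alternative but the stricter fold-changes, which gave 275 (above 1.5) and 100 (above 2). Upregulated genes, 240, became 101 and 32 at those fold-changes and 140 with limma on FPKM and a mean of at least 1. Downregulated genes, 364, became 174 and 68 at those fold-changes, 240 with DESeq2 and 578 with limma on FPKM without a filter. Fewer genes can pass a higher threshold, and the cause was not tested for the others. The fits that each left out 1 liver gave from 514 (without t-PBS replicate 2) to 747 DEGs (without t-DHEA replicate 1), from 219 to 313 upregulated and from 295 to 434 downregulated. Of the 604 genes, 365 were also called by DESeq2 and 442 by limma on FPKM, and between 329 and 389 in the fits that each left out 1 liver. Upregulated genes were 39.7% of DEGs in the main test, 29.1% with limma on FPKM and 46.8% after quantile normalization of those values.

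At an adjusted p below 0.05, no gene was called in the main test, where 634 had an unadjusted p below 0.05. There were 24 genes with DESeq2, 28 with edgeR's likelihood-ratio test, 4 with limma on FPKM at pseudocounts of 0.1 and 1 and without a filter, 3 after quantile normalization, and from 0 to 1 in the fits that each left out 1 liver. The cause was not tested. In a single simulation with 200 genes changed 2-fold, DESeq2 and the likelihood-ratio test called 24 and 39 unchanged genes, against 17 with the main test. The main test recovered 72.5% of 2-fold changes in simulations of this size. Smaller changes were not simulated, so sample size is not excluded as a reason for the low number in the main test.

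Of the 14 genes of Fig. 5f and 5g, 8 met the criteria, and 13 without a filter, where 4 more of them were tested; the fits that each left out 1 liver gave from 6 to 10. A single pathway list, GP6 signalling, passed in the main test. There were 4 such lists with no filter on low counts, 2 with limma on FPKM without a filter, 0 in camera with an estimated correlation, 0 in fry and from 1 to 2 in the fits that each left out 1 liver; Fisher's exact test, added after the data were seen, gave 1, GP6 signalling with 11 DEGs and an adjusted p of 1.54e-05. The GP6 median of -0.22 had an adjusted p of 0.555 with an estimated correlation and 0.328 in fry. Leaving out 1 liver moved the cholesterol median from 0.17 (without t-DHEA replicate 1, adjusted p 0.00307 in camera) to -0.053 (without t-DHEA replicate 2). The clock index difference of 0.97 ranged from 0.72 to 1.41 in the fits that each left out 1 liver, and no other alternative moved it by over 1 SD.

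Rat number as a replicate block gave 539 DEGs, 212 upregulated and 327 downregulated, and 0 genes at an adjusted p below 0.05. The deviations of same-numbered rats had correlations of -0.0571, -0.0592 and -0.0551, so the numbers do not pair the rats.

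List medians near 0 changed sign under some alternatives, none with an adjusted p below 0.05 in the reversed direction. The median of all genes was -0.037 with limma on FPKM, against 0.0013 in the main test. With limma on FPKM at pseudocounts of 0.1, 1 and 0.01, without a filter and at a mean of at least 1, the medians were -0.0174, -0.00458, -0.0239, -0.0174 and -0.0380 for LPS-stimulated MAPK signalling, -0.0289, -0.0287, -0.0289, -0.0289 and -0.0289 for arginine and urea cycle, -0.0125, -0.0135, -0.0124, -0.0125 and -0.0125 for endothelial and -0.0375, -0.0375, -0.0375, -0.0375 and -0.0375 for hepatocyte genes. After quantile normalization they were -0.0292 for arginine and urea cycle and -0.0309 for hepatocyte genes. For MIF signalling the median was -0.0628 without a filter on FPKM and at a mean of at least 1. For lymphocyte genes it was 0.00175 with limma on FPKM, with and without its filter, 0.0137 at pseudocount 1, 0.0961 after quantile normalization and 0.0894 with no filter on counts. After quantile normalization the median of all genes was 0.00095. A shift of all genes therefore does not account for the negative medians of arginine and urea cycle and hepatocyte genes in that setting. For LPS-stimulated MAPK signalling and endothelial genes the medians after quantile normalization were 0.025 and 0.028, positive as in the main test. A shift of all genes can therefore account for their negative medians with limma on FPKM. The cause of the other sign changes was not tested. In the fits that each left out 1 liver, medians ran from -0.0387 to 0.0624 for LXR-regulated genes, -0.0893 to 0.121 for LXR/RXR inflammatory genes, -0.0115 to 0.0488 for MIF signalling, -0.0117 to 0.0772 for LPS-stimulated MAPK signalling, -0.107 to 0.0326 for RXR function, -0.110 to 0.0811 for dendritic cell maturation, -0.0810 to 0.115 for fatty acid oxidation, -0.0668 to 0.234 for lipid droplet, -0.0931 to 0.0752 for bile acid metabolism, -0.0300 to 0.0584 for arginine and urea cycle, -0.0395 to 0.183 for Kupffer, -0.169 to 0.200 for endothelial, -0.0785 to 0.0934 for lymphocyte, -0.0506 to 0.0534 for hepatocyte, -0.66 to 0.15 for immediate early and -1.14 to 0.18 for proliferation genes.

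Among single genes and the other lists, a call was lost in 129 combinations of a result with an alternative and gained in 61, of which 60 and 27 were fits that left out 1 liver; the same gene or list can count under several alternatives. Depth limits Tnf, Ptgs2 and Ggt1, whose counts in t-DHEA livers did not exceed 3.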

Differences from the paper's values

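The numbers of DEGs lay within 1.5 times those of the paper. The paper's 725 DEGs, 274 upregulated and 451 downregulated, compare with 604, 240 and 364. Of the settings run, limma on FPKM at pseudocount 1 gave the paper's 451 downregulated genes, with 647 DEGs in all, no filter on low counts gave 452 downregulated genes among 776, limma on FPKM gave 701 DEGs, and the fit without t-DHEA replicate 1 gave 747. No setting gave the paper's 3 numbers together.

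The paper describes Gαi signalling as upregulated, whereas 8 of 26 genes of the list used here were higher in t-DHEA livers and the median log2 fold change was -0.047; it was negative under each setting run. LXR/RXR activation is also given as upregulated, and the median of 16 LXR-regulated genes was -0.039; it was positive without t-PBS replicate 1 (0.033) and without t-DHEA replicate 2 (0.062). The paper places MIF signalling and LPS-stimulated MAPK signalling among the downregulated pathways, and the medians here were 0.044 and 0.021. It also places there the inhibition of RXR function by LPS/IL-1, and less inhibition would raise RXR function genes. The median of 32 such genes was -0.036, and 0.033 without t-PBS replicate 3. The direction given by camera, which weighs all genes of a list, was down for MIF signalling and up for LXR-regulated genes, as in the paper, with adjusted p-values of 0.674 and 0.967 in camera. The 3 DEGs of the MIF list, Pla2g2a, Cd74 and Cd14, were lower, and 2 of the 3 DEGs of the LXR-regulated list were higher. For MIF signalling the median was -0.063 with limma on FPKM without a filter or at a mean of at least 1, and -0.011 without t-PBS replicate 2. For LPS-stimulated MAPK signalling it was negative with limma on FPKM at each pseudocount and filter, from -0.038 to -0.0046, and without t-DHEA replicate 2 (-0.012). The lists are not those of IPA, whose direction also rests on predicted effects of each gene.

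Of the genes coloured as changed in Fig. 5f and 5g, Pdgfa and Myc did not meet the criteria in the main test. Pdgfa met them with edgeR's likelihood-ratio test, with no filter and without t-DHEA replicate 2, and Myc with DESeq2, the likelihood-ratio test, no filter, and without t-PBS replicate 2, t-PBS replicate 3 or t-DHEA replicate 3. Tnf, Ptgs2 and Rgs4 were below the filter and met the criteria without it; Tnf and Ptgs2 also met them with limma on FPKM without a filter, and Rgs4 without t-PBS replicate 3 or t-DHEA replicate 3. Ggt1, also below the filter, met them with limma on FPKM at pseudocounts of 0.1 and 1 and with no filter on FPKM. Without a filter on counts, 13 of the 14 genes met the criteria.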

Other observations

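The predictions on cell types and feeding were written before the data were examined; the tests on mesothelial genes, gene length and splits of the livers were chosen after the results were seen.

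The number of DEGs at the paper's criteria was not larger than regrouping gave. Of the 10 splits of the 6 livers into 3 and 3, 2 gave as many DEGs as the 604 of t-DHEA against t-PBS, the real split included, and the others gave from 350 to 615. The real split had the most genes changed in one direction, 364 downregulated, which 1 of the 10 splits reached. With an adjusted p below 0.05 the real split gave 0 genes, which all 10 splits reach by construction, so that this count tests nothing; the others gave up to 2. With 10 splits the share cannot fall below 0.1, so for the number of DEGs and their direction chance cannot be told apart from an effect of the transplant.

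Downregulated genes were longer than the others. Across genes, which are not independent replicates, the Spearman correlation of log2 fold change and gene length was -0.0670. The median length was 2885 bases for downregulated, 2540 for upregulated and 2488 for the other genes tested. A small length effect on the excess of downregulated genes cannot be told apart from biology here.

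The camera p of the cholesterol biosynthesis list was reached by 7 of the 10 splits. A difference in feeding was tested as a candidate explanation, under which fatty acid synthesis genes should have risen too. Their median was -0.18, of the opposite sign, but the groups overlapped and leaving out single livers moved it from -0.40 (without t-DHEA rat 1) to -0.027 (without t-PBS rat 2), so feeding was not excluded. The cholesterol list itself had a median of -0.053 without t-DHEA rat 2.

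The fall of the GP6 list had the lowest camera p of the 10 splits, which 1 split, the real one, reached. A lower share of non-parenchymal cells would lower the markers of all these cells alike. Kupffer cell markers had a median log2 fold change of 0.12 (9 of 11 higher), endothelial markers 0.0073 (5 of 9), lymphocyte markers -0.022 (4 of 8) and stellate cell markers -0.16 (2 of 9 higher). The Kupffer median was -0.040 without t-DHEA rat 3, the endothelial median ran from -0.17 without t-PBS rat 1 to 0.20 without t-PBS rat 3, and the lymphocyte median was 0.093 without t-DHEA rat 3. The difference of the Kupffer and stellate means did not separate the groups (exact permutation test, two-sided, p = 0.2), so a lower share of these cells was not excluded. Collagen genes overlap between the GP6 and stellate lists.

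Mesothelial genes were lower in t-DHEA livers. This list of 14 genes was drawn up after the falls of Upk3b and Muc16 had been seen and was fixed after the values of all its genes had been seen, and it shares Krt7 and Krt19 with the bile duct list. All 10 tested were lower, with a median of -1.56 and an adjusted p of 1.24e-11 in camera, 0.0554 with an estimated correlation and 0.0397 in fry. It was -2.34 without t-DHEA rat 3. Apart from those 4 genes, all 6 tested were lower. The mean log2 CPM was 1.67, 1.73 and 1.78 in t-PBS rats 1, 2 and 3 and 0.21, -1.24 and 1.10 in t-DHEA rats 1, 2 and 3 (exact permutation test, two-sided, p = 0.1, the smallest possible), and 1 of the 10 splits, the real one, gave a camera p as low. Msln, a marker of the liver's outer layer, had 192, 198 and 217 counts in t-PBS and 42, 15 and 98 in t-DHEA rats. A candidate explanation is that less of the liver capsule was in the t-DHEA samples, which could also lower collagen genes of the GP6 list. Msln and Gpm6a were singled out after their values were seen. Against a plain loss of capsule, Gpm6a had a log2 fold change of -0.13, with 148, 139 and 143 counts in t-PBS and 154, 2 and 206 in t-DHEA rats, so it fell in t-DHEA rat 2 alone. The list was fixed after its values were seen, so the separation of its mean decides nothing, and 4 of the 9 other splits gave the list an unadjusted p below 0.05 in camera. Chance, sampling of the capsule and an effect of the transplant on these cells or on collagen genes cannot be told apart.

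Bile duct genes were lower, 5 of 5, with a median of -0.68 and an adjusted p of 0.000595 in camera; it was -1.13 without t-DHEA rat 1, and the adjusted p ran from 6.4e-05 to 0.149 over the alternatives. The medians of the other lists, none of which had an adjusted p below 0.05 in camera, were 0.014 for hepatocyte, -0.16 for immediate early, 0.094 for acute phase, -0.54 for proliferation, 0.081 for lipid droplet, 0.043 for bile acid metabolism and 0.018 for arginine and urea cycle genes. Of 10 lipid droplet genes, 7 were higher, but the only DEG among them, Plin2, fell by 0.45 on the log2 scale. Plin2 met the criteria in each of the 6 fits that left out 1 liver. Proliferation genes had an adjusted p of 0.0526 in camera, with 0.0481 in the DESeq2 fit and 9.83e-05 to 0.912 over the alternatives, and a median of 0.18 without t-PBS rat 2. Immediate early genes had medians of -0.66 (adjusted p 0.000689 in camera) without t-DHEA rat 2 and 0.15 without t-PBS rat 3. The acute phase median ran from 0.020 without t-DHEA rat 2 to 0.20 without t-PBS rat 1. The stellate list had an adjusted p of 0.0144 in camera and from 0.00294 to 0.529 over the alternatives. Its median ran from -0.27 without t-DHEA rat 2 to -0.096 without t-DHEA rat 3. Lists of genes in phase with Arntl, male-biased genes and neutrophil genes had 4, 2 and 3 genes tested, too few for camera.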
